# Age-Related Alterations in Macrophage Distribution and Function Are Associated With Delayed Cutaneous Wound Healing

**DOI:** 10.3389/fimmu.2022.943159

**Published:** 2022-07-08

**Authors:** Christabel Thembela Dube, Yasmin Hui Binn Ong, Kelly Wemyss, Siddharth Krishnan, Tiak Ju Tan, Baptiste Janela, John R. Grainger, Matthew Ronshaugen, Kimberly A. Mace, Chin Yan Lim

**Keywords:** macrophages, inflammation, wound healing, myeloid cells, proliferation, ageing skin

## Abstract

Ageing-related delays and dysregulated inflammation in wound healing are well-documented in both human and animal models. However, cellular and molecular changes underlying this impairment in healing progression are not fully understood. In this study, we characterised ageing-associated changes to macrophages in wounds of young and aged mice and investigated transcriptomic differences that may impact the progression of wound healing. Full-thickness wounds created on the dorsum of C57BL/6J young and aged mice were excised on Days 3 and 7 post-wounding for analysis by immunohistochemistry, flow cytometry, and RNA sequencing. Our data revealed that macrophages were significantly reduced in aged wounds in comparison to young. Functional transcriptomic analyses showed that macrophages from aged wounds exhibited significantly reduced expression of cell cycle, DNA replication, and repair pathway genes. Furthermore, we uncovered an elevated pro-inflammatory gene expression program in the aged macrophages correlated with poor inflammation resolution and excessive tissue damage observed in aged wounds. Altogether, our work provides insights into how poorly healing aged wounds are phenotypically defined by the presence of macrophages with reduced proliferative capacity and an exacerbated inflammatory response, both of which are pathways that can be targeted to improve healing in the elderly.

## Introduction

The skin is an immunoprotective organ that functions to protect our internal environment from external insults. It is organised into the epidermal, dermal, and subcutaneous layers comprised of populations of specialised non-immune cells such as keratinocytes, fibroblasts, and adipocytes, respectively. Each of the skin’s main layers also consists of an interactive network of tissue-resident immune cells, such as macrophages, essential for the maintenance of homeostasis and skin integrity (1). Under steady-state, macrophages are reported as the most abundant immune cell type in the skin (2, 3). Here they perform immunosurveillance tasks and phagocytose invading pathogens upon injury or infection. Tissue-resident macrophages are distinguished into two main types, Langerhans cells, which reside within the epidermal layer, and dermal macrophages. Both Langerhans cells and dermal macrophages are deposited in the skin embryonically from fetal liver and yolk sac-derived precursors (4, 5). It has been proposed that in adult skin, Langerhans cells maintain their pools through self-renewal mechanisms whereas dermal macrophages are renewed and replaced by the recruitment of bone marrow-derived monocyte precursors (6–8).

Ageing is associated with a decline in the structural, and physiological function of the skin such as flattening of the dermal-epidermal junction, reduced elasticity, and low collagen density (9, 10). These ageing-related changes in the structure of the skin are linked to decreased cell replacement, impaired thermoregulation, increased susceptibility to infection, persistent low-grade inflammation as well as the reduced function of the resident cells such as macrophages (10–13). Altered function in the aged skin results in impaired barrier immunity and delayed cutaneous wound healing responses following injuries in the elderly (14, 15).

Cutaneous wound healing is the process of restoring the skin’s integrity following injury and occurs in four successive and overlapping phases: haemostasis, inflammation, proliferation and remodelling (16). Over the wound healing time course, distinct macrophage phenotypes with differential roles are found in each phase. Macrophages, both resident and recruited, have been shown to play important roles in the inflammatory and proliferative phase of wound healing (17, 18). Lucas et al. demonstrated that depletion of macrophages during the early inflammatory phase of healing in mice severely impaired wound closure, while depletion at the proliferative stage of healing resulted in excessive bleeding (18). These findings provide evidence that macrophages are a critical cell type in skin repair and highlight their phenotypic plasticity in response to the local wound healing microenvironment.

The progression of wound closure is delayed in aged skin, and poorly healing acute wounds in the elderly often develop into chronic wounds due to existing comorbidities such as diabetes and obesity (19). Chronic wounds are a major burden to the health care system due to the high costs of continuous treatment regimes in elderly patients, highlighting the need to improve wound healing progression in the elderly (20). Although poor healing in ageing skin is well-documented (21, 22), immune cell contributions underlying the delayed progression of healing have not been fully defined. Several reports have investigated the accumulation and distribution of macrophages, which play key roles in the initiation and resolution of inflammatory responses, in young and aged wounds (8, 14, 15, 21, 23). These studies yielded inconsistent, conflicting results due to the use of different models and quantification methods in the analyses. This has made interpretation and translation of findings to clinical applications more challenging. Further research is thus needed to establish the impact of ageing on macrophage behaviour and function in the wound healing process.

In this study, we characterised the effect of ageing on inflammatory cell distribution and function during full-thickness wound healing in young and aged C57BL6/J wild-type mice using more definitive approaches than previously utilised, such as high-parameter flow cytometry and RNA-sequencing of defined populations at critical time points in healing. Our data demonstrate extensive ageing-related impact on the number, distribution, and functional states of macrophages in the wounds. Aged wounds were found to contain reduced numbers of macrophages with diminished proliferative capacity and highly exacerbated inflammatory responses that likely contribute to impaired healing in aged mice.

## Materials and Methods

### Mice

Young (8-12 weeks) and aged (22-24 months) C57BL/6J wild-type female mice were housed with free access to food and water at the A*STAR Biological Resource Centre (*Singapore*) or Biological Services Facility at the University of Manchester (*Manchester, UK*). All procedures involving animals were approved by the A*STAR IACUC and the University of Manchester Ethical Review Committee under guidelines set by the Home Office and the Animals Scientific Procedures Act (1986). Mice at 8-12 weeks correspond to the equivalence of 15-30 years for humans, and at 22-24 months, the equivalence of humans above 60 years of age (24).

### Wounding and Tissue Harvesting

Mice were anaesthetised using 2% Isoflurane and two 10mm full-thickness excisional wounds were created on the dorsum using 100mm iris curved scissors (*World Precision Instruments*). 0.05mg/kg Buprenorphine was administered for pain relief. Mice were monitored daily to measure the wound diameter. The progression of healing was measured by calculating the percentage decrease in the original wounded area on Days 0, 3, and 7 post-wounding. Wounds were assessed for healing progression using the experimental wound assessment tool (EWAT) developed by Lima et al. (**Supplementary Table 1**) (25). The EWAT was adapted in this study for visual evaluation of unexcised wounds. Parameters, (**Supplementary Table 1**) including size of the wound area, changes in the surrounding skin due to inflammation, exudate amount, necrotic tissue amount and granulation tissue amount were assessed to evaluate the progression of healing in young and aged wounds. The total score was tabulated for all parameters assessed and high total EWAT scores were associated with poorer healing outcomes. Scoring was performed in a blinded manner where tissue samples were coded and scored without reference to any background information such as age group or day post-wounding (26). Tissues were harvested for further analyses from unwounded mice and on 3 or 7 days post-wounding by excising the wounded area and a 2mm perimeter of surrounding skin.

### Immunohistochemistry

5µm FFPE sections were deparaffinised in xylene and rehydrated in ethanol. Endogenous peroxidase activity was blocked using 2% hydrogen peroxide for 30 minutes (min). Enzymatic antigen retrieval was performed by incubating slides in 1% Trypsin-EDTA (*Sigma Aldrich*) for 30 min at 37°C. 16% normal goat serum (*Vector Laboratories*) was added to each section for 60 min at room temperature (RT) to block non-specific binding. Each section was then incubated at 4°C overnight in 100µl rat anti-mouse F4/80 primary antibody (*1:100, ab6640, Abcam*). Sections were washed in PBS for 10 min and incubated in 100µl of biotinylated anti-rat secondary antibody (*1:2000, BA-9400, Vector Laboratories*) for 60 min at RT. After washing with PBS, sections were incubated in 100µl of Vectastain ABC HRP stain (*Vector Laboratories*) for 30 min and then stained with 100ul of 3,3’-diaminobenzidine (*DAB Peroxidase (HRP) Substrate Kit, Vector Laboratories*). Sections were counterstained with Harris Haematoxylin (*Sigma Aldrich*), dehydrated in increasing concentrations of ethanol and 2 washes in xylene and mounted. Slides were imaged on a Pannoramic 250 Flash Slide scanner (*University of Manchester Bioimaging core facility*) and individual images were stitched together and viewed using CaseViewer (*3DHISTECH*). DAB-stained cells per mm^2^ were quantified using ImageJ software. For quantification of positive staining in wounds, scanned sections were divided 1mm^2^ fields of view and positive cells were counted using ImageJ software. The average number of positively stained cells per 1mm^2^ region was calculated for each mouse and 4 mice were assessed per group.

For haematoxylin and eosin staining (H&E), sections were deparaffinised as above and submerged in Harris haematoxylin for 2 min. Sections were rinsed with tap water and dipped into 0.25% acid alcohol. Each section was incubated in 95% ethanol for 30 seconds and then counterstained with Eosin Y (*Sigma Aldrich*) for 2 min. Slides were washed, dehydrated, and mounted as described above. To quantify reepithelialisation distance, the length of the epithelial tongue from the wound edge was measured from central wound sections and the average distance was calculated for each animal.

### Immunofluorescence

5µm FFPE sections were cut, deparaffinized, and rehydrated as described above. Heat-induced antigen retrieval was performed by incubating slides in 1X target antigen retrieval solution (DAKO, sodium citrate buffer, pH.6) for 20 min in a pressure cooker. Non-specific binding was blocked using 1% bovine serum albumin and 5% goat serum in PBS for 60 min, RT. Each section was incubated overnight at 4°C in 100ul of primary antibody cocktail containing rat anti-mouse F4/80 (1:100, ab6640, *Abcam*) and each of the following antibodies at a time: rabbit anti-IL1β (1:100; H-153, #*SC-7884*, *Santa Cruz*); rabbit anti- NFKB (p65, 1:100, D14E12, #*8242*, *Cell Signalling Technologies*); rabbit anti-Ki-67 (1:100, SP6, #*MA5-14520, Invitrogen*); rabbit anti-53BP1 (1:300, #*4937*, *Cell Signalling Technologies*). Secondary antibody incubation was carried out for 60 min, RT, using goat anti-rabbit Alexa Fluor 488 (1:400) and donkey anti-rat Alexa fluor 594 (1:400). Slides were washed in PBS, stained with DAPI solution for 15 min, and mounted using Prolong Gold antifade mountant (*Life Technologies*).

Immunofluorescence stained slides were imaged using the Olympus FLUOVIEW FV3000RS confocal microscope and associated software. Two fields of view (FOVs) per tissue section were captured from the wound centre at a resolution of, 1024 by, 1024 pixels using a 40X/1.30 Uplan FL N oil lens. All fields of view were imaged as z-stacks using the same laser and imaging settings for all three biological replicates in each group. Images were analysed using the ImageJ software. To measure the mean fluorescence intensity of IL1β or NFκB in F4/80^+^ cells, z-stack optical slices for each FOV were merged to obtain the average intensity projections. The F4/80 channel was then used to highlight each cell as a region of interest. The mean fluorescence intensity of the IL1β or NFκB channel was quantified in each F4/80^+^ cell. For F4/80 and Ki-67 or 53bp1 staining, the total number of double positive cells were manually counted using ImageJ.

### Isolation of Single Cells From the Skin and Wounded Tissues

Single cells were isolated from skin and whole wounds excised 3 and 7 days post-wounding. Prior to digestion, the adipose tissue was scraped and tissues were minced into small pieces. Tissues were agitated at 37° for 90 min in complete media containing 0.25mg/ml liberase (*Roche*) and 75 units/ml DNase 1 (*New England Biolabs*). Tissues were further dissociated twice using the m_muscle_01 protocol on a gentleMACS dissociator (*Miltenyi Biotec).* 0.5M EDTA was added to the suspension to stop the liberase reaction. Cells were passed through a 100µm cell strainer and washed twice with PBS supplemented with 3% foetal bovine serum.

### Flow Cytometry

For low-parameter flow cytometry, single cells isolated from young and aged wounds were stained in 100µl of antibody cocktail (**Supplementary Table 2**). The unfixed cells were analysed on a BD FACSAria (*BD Biosciences*). For high parameter flow cytometry, isolated single cells were surface stained with a 50µl of antibody cocktail in PBS (**Supplementary Table 3**) for 30 min at 4°C. Cells were washed twice in PBS and fixed in 2% paraformaldehyde (*Sigma Aldrich*) for 20 min at RT. Fixed cells were permeabilized with 0.5% saponin in PBS (*Sigma Aldrich*) for 10 min at 4°C. Cells were then intracellularly stained with 50µl of antibody cocktail (**Supplementary Table 3**) in 0.5% saponin for 60 min at RT. Cells were washed twice in 0.5% saponin and resuspended in PBS. OneComp eBeads (*Invitrogen*) were used for single stain compensation controls. Flow cytometry analyses were carried out on a BD LSRFortessa cell analyser using BD FACSDIVA software (*BD Biosciences*). Flow cytometry data were analysed on Cytobank (*Cytobank, California*). To minimise bias introduced by manually gated flow cytometry results, different populations were clustered using the viSNE algorithm, in Cytobank (27). Traditional gating strategies used to validate viSNE results are shown in **Supplementary Figure 1A**.

### Isolation and Culture of Bone Marrow-Derived Macrophages

To isolate mouse bone marrow cells, pelvic and femoral bones were dissected from young and aged wounded mice. Both ends of each bone were cut and bone marrow was flushed out using a 27G needle attached to a 10ml syringe filled with bone marrow growth medium (65% v/v High glucose Dulbecco’s Modified Eagle’s Medium – 4500mg/L glucose; 100units/ml-100µg/ml penicillin-streptomycin; 10% v/v foetal bovine serum (*Life Technologies*) and 20% v/v L-929 conditioned medium). Cells were then dissociated using a 19G needle and passed through a 70µm cell strainer.

Bone marrow cells were plated in 10cm non-coated dishes at a density of 1x10^6^ cells/ml and incubated at 37°C and 5% v/v carbon dioxide. Cells were fed on the third day by adding 7ml of growth medium. After growing for six days, cells were plated in 6 wells plates at a density of 0.5x10^6^ cells per well and grown for 24 hours. Cells were then classically activated for 24 hours by adding 1µg/ml lipopolysaccharides from *E.coli* and 100ng/ml Interferon-gamma (*Sigma Aldrich)*.

### Cell Cycle Analyses

Cell cycle analyses were carried out on LPS/IFNγ activated and non-activated bone marrow-derived macrophages (BMDMs) cells using the Click-iT Plus EdU flow cytometry assay kit (*Invitrogen*). 10µM EdU was added to young and aged BMDMs for 2hrs. Cells were harvested and washed with 1% BSA in PBS. Cells were then fixed using the Click-iT fixative and permeabilized with Click-iT permeabilisation and wash reagent. Click-iT EdU was detected according to the manufacturer’s instruction. FxCycle Violet dye (*Invitrogen*) was used to stain cells for DNA content. EdU labelled cells were then analysed by flow cytometry using a BD LSRII flow cytometer. Data analysis was carried out on Cytobank.

### RNA Extraction, cDNA Synthesis, and qRT-PCR From BMDMs

1ml of TRIzol reagent (*Invitrogen*) was directly added to plates containing young and aged activated and non-activated BMDMs. Total RNA extraction was carried out using the RNeasy mini kit according to the manufacturer’s instructions. RNA concentrations were assessed using the NanoDrop, 8000 (Thermo Fisher Scientific, Waltham*, MA*). 250ng of cDNA was synthesised using the High capacity cDNA Reverse Transcription kit (*Thermo Fisher Scientific*) according to the manufacturer’s instructions.

For quantitative real-time polymerase chain reaction (qRT-PCR), 2ul of cDNA was added to 5µl PowerUp SYBR Green Master Mix (*Applied Biosystems*), 2.8µl of water and 0.2µl of forward and reverse primer mix (**Supplementary Table 4** for primer sequences of *Cdk1* and *Ccnb1*). qRT-PCR was performed on a QuantStudio5 Real-Time PCR System (*Applied Biosystems*). Relative gene expression levels were normalised to the reference genes *Actb* and *Tbp.*

### RNA Extraction, cDNA Synthesis and qRT-PCR: FFPE Fixed Whole Wounds

To extract total RNA from FFPE whole wound tissue blocks, 6 20µm serial sections from young or aged Day 3 wound samples were placed in 1.5ml RNAse-free microcentrifuge tubes and deparaffinised in 1ml of xylene at 50°C for 3 minutes. Samples were washed twice in 100% ethanol and then treated in 300µl of 1X buffer (20mM Tris-HCl pH 8, 1mM calcium chloride, 0.5% SDS) containing 500µg/ml proteinase K (*Roche*) at 55°C for 16 hours. After proteinase K digestion, RNA was isolated by adding 1ml of TRIzol reagent (Invitrogen) to each sample for 5 min at RT. 0.2ml of chloroform was added for phase separation. Samples were centrifuged at, 12000xg for 15 min and the aqueous phase was carefully transferred to a new microcentrifuge tube containing 600µl of isopropanol and 10µg of Glycoblue coprecipitant (Invitrogen). Tubes were incubated at RT for 10 min and then centrifuged at, 12000xg for 20 min. Each pellet was washed in 1ml of ice-cold 70% ethanol three times and centrifuged at, 7500xg for 5 min. Sample pellets were allowed to air dry for 10 min and then dissolved in 30µl of nuclease-free water. RNA was quantified and assessed for purity using a Nanodrop ND-1000 spectrophotometer and A260/280 ratios were between 1.80-2.00.

The isolated RNA was treated with TURBO DNA-free kit (*Invitrogen*) and used for cDNA generation using a Tetro cDNA Synthesis Kit (*Bioline, Memphis, TN*) according to the manufacturer’s instructions. For qRT-PCR, 1µl of cDNA and its negative control (minus reverse transcriptase) was added to a mixture of 5µl 2X TaqMan fast universal PCR master mix, 3.5µl nuclease-free water and 0.5µl of 20X TaqMan gene expression assay (*Adgre1*, Mm00802529_m1 (amplicon=92bp); Hist2aa2 (amplicon=57bp), Mm00501974_s1; *Applied Biosystems*). Relative gene expression levels (relative to Histone 2A, reference gene) were compared between young and aged samples.

### RNA Extraction, cDNA Synthesis and qRT-PCR: Sorted Tissue Macrophages

RNA lysates were thawed on ice and total RNA was extracted using the RNeasy Plus Micro Kit (*Qiagen*) according to the manufacturer’s instructions. cDNA synthesis was carried out using the High capacity cDNA Reverse Transcription kit (*Thermo Fisher Scientific*) as previously described. All cDNA were preamplified using the Prelude PreAmp Master Mix (*TakaraBio)*. 1µl of cDNA was added to 25µl preamp master mix, 5µl of primer pool (500nM stock primer concentration, **Supplementary Table 5**) and 19µl of water. The reaction mix was cycled 14 times according to the manufacturer’s recommendations. qRT-PCR was carried out using PowerUp SYBR Green Master Mix (*Applied Biosystems*). List of primers used is shown in **Supplementary Table 4**. Relative gene expression levels were normalised to the reference gene *Actb.*

### Fluorescence-Activated Cell Sorting (FACS)

To sort out CD45^+^, CD11b^+^, CD64^+^, F480^+^ live macrophages (gating strategy and percentage live dead, **Supplementary Figures 1B–C**) for RNA sequencing, cells from Day 3 young and aged wounds were stained in 100µl of antibody cocktail (**Supplementary Table 2**). Unfixed cells were fluorescence-activated cell sorted on a BD FACSAria cell sorter (*BD Biosciences*). 

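RNA of the sorted macrophages held transcripts of the 4 proteins used for the sort in both ages. Ptprc, which encodes CD45, was measured at 210 ± 17.3 CPM (counts scaled to the size of the library; SD, n = 3) in young and 251 ± 59.1 CPM in aged Day 3 wound macrophages. Fcgr1, which encodes CD64, was at 450.2 ± 24.3 CPM in young and 499.8 ± 13.7 CPM in aged samples. Neither gene differed between the ages (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, adjusted p = 0.386 and 0.520). Itgam, which encodes CD11b, rose from 376 ± 36.7 to 749.9 ± 63.7 CPM, a log2 fold change of 0.99 (standard error 0.17, adjusted p = 0.00735 in the same edgeR test). Adgre1, which encodes F4/80, fell from 329 ± 35.3 to 203.9 ± 34.8 CPM. Its log2 fold change was -0.69 (standard error 0.18, adjusted p = 0.0292 in the edgeR test), and in the 6 fits that each left out 1 sample the adjusted p-value lay between 0.0179 and 0.113. Ly6g, the gene of the neutrophil protein Ly6G, was low in both ages, at 8.15 ± 2.47 CPM in young and 8.43 ± 1.95 CPM in aged samples. No difference in Ly6g was detectable (log2 fold change 0.05, standard error 0.28, edgeR adjusted p = 0.923), and the sign of its log2 fold change depended on the samples used. Transcripts of most other neutrophil markers tested were more abundant, while Stfa1 and Ltf were scarcer, with means of 0.975 and 0.752 CPM over all samples. S100a9 was at 264 ± 71.3 CPM in young and 303 ± 131 CPM in aged samples, and S100a8 at 141 ± 30.6 and 196 ± 70.0 CPM. Across the 15 neutrophil markers tested, the median log2 fold change was 0.38 (0.11 without aged A and 0.57 without aged B), and 4 of them, Cd177, Cxcr2, Lcn2 and Retnlg, had an adjusted p-value under 0.05 in the edgeR test.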

The panel used did not have an exclusion parameter for Ly6G^+^ cells, therefore, sorted cells may contain a minor spillover of neutrophils. Cells were directly sorted into RNeasy Buffer RLT lysis buffer (*Qiagen*) supplemented with 1% β-Mercaptoethanol. Lysates were homogenised using QIAshredders (*Qiagen*) according to the manufacturer’s manual and flash-frozen for later use.

### Bulk RNA Sequencing

Total RNA samples from young and aged Day 3 sorted wound macrophages were submitted to an NGS service provider for mRNA sequencing (Novogene, Singapore). Library construction and quality evaluation were performed by Novogene. Pooled libraries were sequenced on a Novaseq6000 platform with a 150bp paired-end read length at an average depth of 50 million reads per sample.

Sequenced data were processed using the Partek Flow genomics analysis software (*Partek*). Raw reads were aligned using Star 2.7.3a following pre-alignment quality check. Transcripts were quantified to mm10 mouse genome Ensemble Transcripts release 102. Raw gene counts were normalised and differential expression analysis was carried out using DESeq2 with the Benjamini Hochberg false discovery rate multiple testing. We applied a threshold cut-off of fold change > ± 2, *p*-value < 0.05 and a false discovery rate < 0.05. Principal component analyses, hierarchical clustering and KEGG pathway analysis were all performed in Partek Flow genomic suite. Further functional analyses were carried Gene Set Enrichment Analysis Software (GSEA, *Molecular Signatures Database*) and on the STRING database.

### Statistical Analyses

All statistical analyses were carried out on GraphPad Prism 9. Unpaired Student’s t-tests (two-tailed) were used to compare significant differences between two groups. Two-way ANOVA with a Bonferroni multiple comparisons test was used to compare three or more groups of data. Data are shown as mean ± SD and the level of significance was defined as *p* < 0.05 unless otherwise stated.

## Results

### Dermal Macrophages Are Reduced in Aged Mouse Skin

Studies in humans revealed alterations in the function but not the global distribution of resident cell types such as fibroblasts, keratinocytes, and total immune cells in aged skin (28, 29). We corroborated these findings on cells isolated from skin tissues of young (12 weeks old) and aged (22-24 months old) C57BL/6 mice. Live, single CD31^-^TER119^-^TIE2^-^ cells were pre-gated and subjected to unsupervised Cytobank viSNE (**Figure 1A**). Seven clusters of resident skin cells were identified using six markers (**Figure 1B**, **Supplementary Table 2**, **Supplementary Figure 2**). No ageing-related differences in the proportion of total CD45^-^ non-immune cells (90% ± 1.9%) and CD45^+^ immune cells (10% ± 1.9%) were observed (**Figure 1C**). Although aged mouse skin histologically exhibited a less cellular dermis characterised by disorganised connective tissue (**Figure 1D**), the distribution of CD45^-^PDGFRα^+^ fibroblasts and EpCAM^+^ keratinocytes was similar between aged and young tissues (**Figure 1E**). Hence, consistent with findings in humans, ageing does not alter the total proportion of the major non-immune cell types in mouse skin. CD45^+^ immune cell subtypes were, however, differentially distributed in an age-dependent manner. CD11b^+^ myeloid cells constituted 60.3% ± 14.1% of total CD45^+^ cells in young tissues which decreased to 33.8% ± 14.0% in aged skin (**Figure 1F**). Of the CD11b^+^ myeloid cells, a prominent 60% decrease (young=39.4 ± 8.3%, aged=15.90 ± 6.7%) in F4/80^+^CD64^+^ macrophages was observed in aged skin while F4/80^+^ EpCAM^+^ Langerhans cells remained unchanged (**Figure 1F**). Immunohistochemical analyses of young and aged tissues showed similarly that aged tissues had 80% fewer macrophages compared to young skin (**Figures 1G–H**). These results indicate that a reduced number of dermal macrophages is a characteristic feature of aged skin.

**Figure 1:**
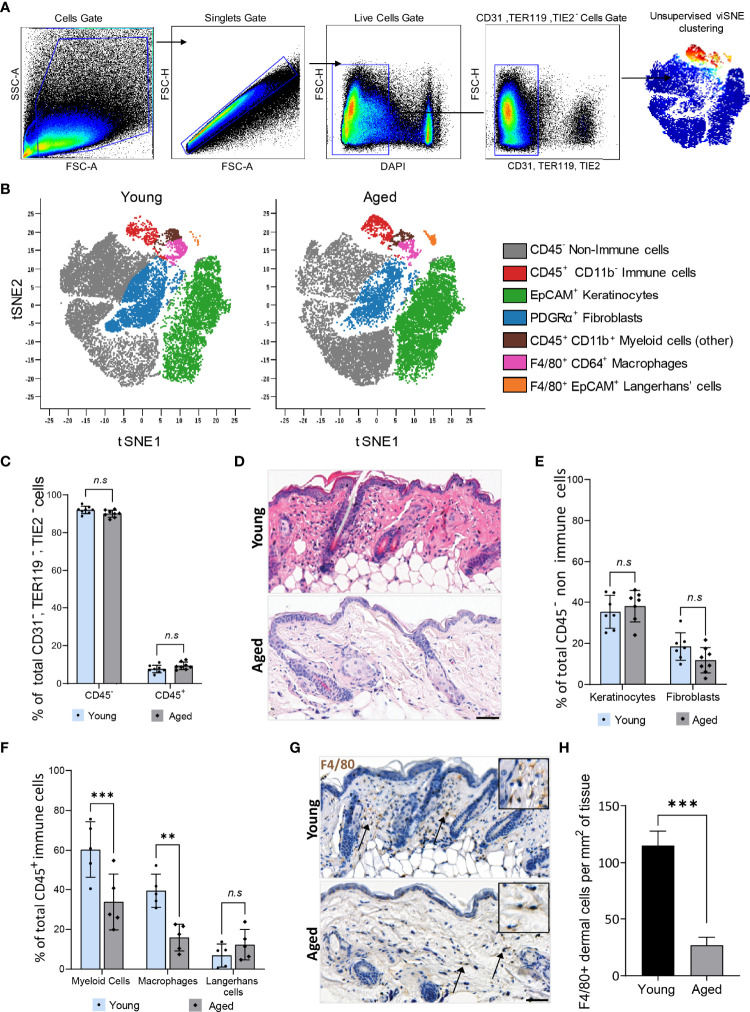
Dermal macrophages are significantly reduced in aged skin. **(A)** Flow cytometry gating strategy used to isolate live single CD31^-^, TER119^-^, TIE2^-^ cells from young and aged murine skin. **(B)** Overlaid viSNE map illustrating 7 distinct populations in young and aged skin. **(C)** Mean percentage population of total CD45^+^ immune and CD45^-^ non-immune cells in young and aged skin. n=8 mice per group. **(D)** Haematoxylin and Eosin (H&E) staining of young and aged murine skin. Scale bar= 50µm. **(E)** Percentage population of EpCAM^+^ keratinocytes and PDGFRα^+^ fibroblasts. n=8 mice per group. **(F)** Percentage of CD11b^+^ myeloid cells, F4/80^+^ CD64^+^ macrophages and F4/80^+^ EpCAM^+^ Langerhans cells. n=5 mice per group. Data in **(C, E, F)** were analysed by two-way ANOVA with a Bonferroni multiple comparisons test. **p=0.003, ***p<0.001, *n.s*, *not significant*. **(G)** Micrographs of the distribution of F4/80^+^ macrophages in dermal murine skin. Scale bar= 50µm. **(H)** Average number of F4/80^+^ dermal macrophages per mm^2^ of young and aged skin tissue. n=4 mice per group. ***p<0.001, unpaired t-test. Bars show mean ± SD.

### Slow-Healing Wounds in Aged Mice Have Reduced Numbers of Macrophages

To characterise cellular composition changes that underlie ageing-associated alterations to injury response and healing, full-thickness wounds were created on the dorsum of young and aged WT mice. The rate of wound closure over a 7-day healing time-course was significantly slower in aged mice (**Figures 2A, 2B**). Day 3 and Day 7 wounds in the aged mice had reduced levels of re-epithelialization (**Figures 2C, 2D**). Unsupervised viSNE clustering of cells isolated from Day 3 and Day 7 wounds on young and aged mice revealed key differences in the cellular composition of non-wounded and wounded skin, as well as ageing-related changes in wounds (**Figure 2E**, **Supplementary Figure 3**). In both Day 3 and Day 7 wounds, CD45^+^ immune cells constituted the majority of total cells and the ratios of immune and non-immune cells in the wounds were not significantly different in young and old mice (**Figures 2F, G**). While the proportions of EpCAM^+^ keratinocytes were not significantly changed, PDGFRα^+^ fibroblasts were reduced by 70% and 65% in Day 3 and Day 7 wounds, respectively, in aged mice compared to the corresponding wounds in young animals (**Figures 2H, 2I** *)*.

**Figure 2:**
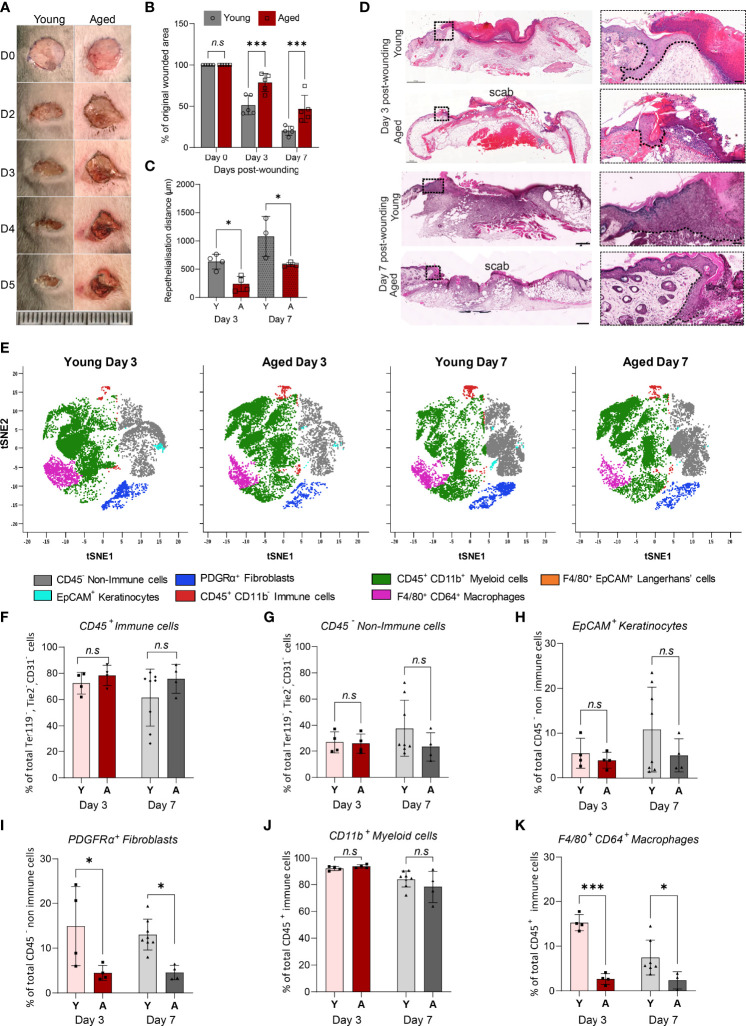
Delayed healing wounds in aged mice exhibit a reduced proportion of macrophages compared to young wounds. **(A)** Photographic images of full-thickness wounds in young and aged mice over a 5-day healing period (Scale bar=25mm). **(B)** Percentage change in wounded area proportional to original wound size in Day 0, 3 and 7 wounds. Data are plotted as mean ± SD. n=5 mice per group ***p<0.001, two-way ANOVA with a Bonferroni multiple comparisons test. **(C)** Reepithelialisation distance calculated by measuring the length of the epithelial tongue from the wound edge in young and aged Day 3 and 7 central cross-sections. *p<0.05, one-way ANOVA with Bonferroni multiple comparisons. Dashed lines trace the base of the migrating epithelial tongue. **(D)** H&E staining of young and aged wounds on Days 3 and 7 post wounding. Scale bar= 500µm. **(E)** viSNE analysis of, 10000 live single CD31^-^, TER119^-^, TIE2^-^ cells per group using 6 markers. Overlaid viSNE plots map 7 distinct populations identified in young and aged wounds 3 and 7 days post-wounding. **(F–K)** Percentage population of CD45^+^ immune cells, CD45^-^ non-immune cells, EpCAM^+^ keratinocytes, PDGFRα^+^ fibroblast, CD11b^+^ myeloid cells, and F4/80^+^ CD64^+^ macrophages in young and aged mice 3 and 7 days post-wounding. Bars show mean ± SD. n is a minimum of 4 mice per group. *p<0.05, ***p<0.001, *n.s, not significant*, two-way ANOVA with a Bonferroni multiple comparison test. Y=young, A=aged.

Unlike in non-wounded skin, age-related differences were not observed in the proportions of myeloid cells, which made up 80-90% of total CD45^+^ immune cells, in the wounds (**Figure 2J**). However, distinct ageing effects in the relative abundance of F4/80^+^CD64^+^ macrophages were observed. In the young Day 3 wounds, F4/80^+^CD64^+^ macrophages constituted more than 15% ± 1.8% of total CD45^+^ cells but the proportion of macrophages was significantly lower (2.7% ± 1.2%) in the aged wounds (**Figure 2K**). As healing progressed, the proportion of F4/80^+^CD64^+^ macrophages decreased to 7.5% ± 3.9% of total CD45^+^ cells in the young Day 7 wounds but was not altered in the corresponding aged wounds. These results suggest that while immune cell responses to wounding were initiated in both young and aged mice, macrophage accumulation in response to injury is significantly altered in the aged mice in the early stages and persists through the healing process.

### High Parameter Mapping of Myeloid Cell Subtypes in Young and Aged Day 3 Wounds

We further analysed the composition of myeloid populations to assess if ageing affected the distribution of cells other than macrophages in Day 3 wounds. We focused on Day 3 wounds as this time-point exhibited the largest age-related differences in cellular distribution and represents the peak of inflammation following injury. Day 3 is thus a critical time-point in healing as appropriate regulation of inflammation at this stage is essential for the formation of a microenvironment favourable for optimal progression of wound closure (30).

ViSNE analyses on gated live, single, CD3^-^NK-1.1^-^B220^-^CD19^-^CD45^+^ cells identified five distinct myeloid subpopulations (**Figure 3A**, **Supplementary Figure 4**). Total CD11b^+^ myeloid and CD11b^-^ cell populations were consistent in both young and aged Day 3 wounds, confirming our earlier findings (**Figures 3B-D**, **2J**). The distribution of Ly6G^+^ neutrophils, Ly6C^+^MHCII^-^ infiltrating monocytes, and Ly6C^+^MHCII^+^ monocyte-derived cells was unchanged between the young and aged mice (**Figure 3E**). F4/80^+^ macrophages were the only myeloid cells to exhibit an age-related alteration to their distribution. The total number and proportion of macrophages in the wounds were reduced by 40% in the aged compared to young Day 3 wounds, concomitant with decreased expression of *Adgre1* (encoding F4/80) in the aged Day 3 wounds (**Figures 3F–H**). Upon further analysis, we found that F4/80^+^ macrophages in wounds can be further distinguished into F4/80^+^MHCII^hi^ and F4/80^+^MHCII^lo^ subtypes. Notably, aged wounds had a significantly lower proportion of F4/80^+^MHCII^lo^ but not F4/80^+^MHCII^hi^ macrophages (**Figure 3I**). Immunohistochemical analysis of whole Day 3 wounds confirmed that F4/80^+^ macrophages were more than 50% lower in the centre and proliferative edges of the wounds in aged compared to young mice (**Figures 3J, K**). Altogether, our data demonstrate that macrophages are the only significantly reduced myeloid subtype in aged wounds, whereas their distribution, especially of the F4/80^+^ MHCII^lo^ macrophages, appears to be most impacted upon ageing.

**Figure 3:**
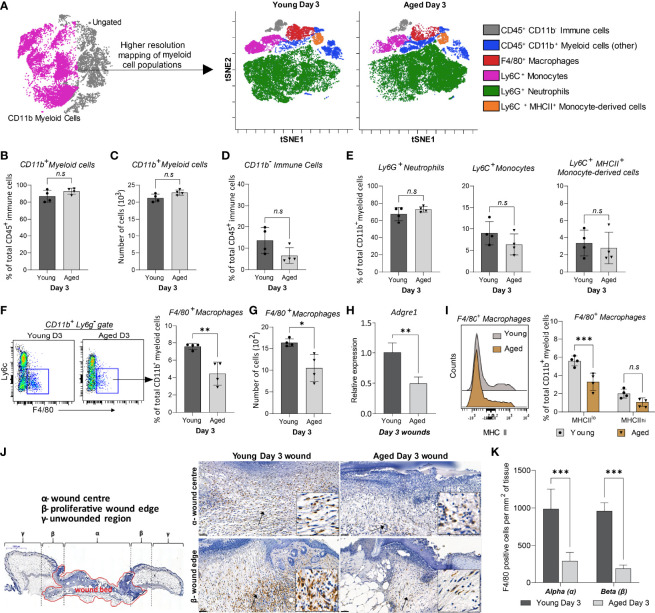
High-resolution mapping of myeloid cells shows an ageing-associated differential distribution of macrophages 3 days post-wounding. **(A)** Overlaid viSNE plots illustrate the distribution of 6 myeloid subtype populations., 25000 cells per group were analysed by viSNE. **(B-C)** Quantification of proportions and the total number of CD11b^+^ myeloid cells. **(D-E)** Proportion of CD11b^-^ immune cells, Ly6G^+^ neutrophils, Ly6C^+^ monocytes, and Ly6C^+^ MHCII^+^ monocyte-derived cells in young and aged days wounds. **(F–G)** Percentage and number of F4/80^+^ macrophages in young and aged wounds. Bars show mean ± SD, n=4 mice per group. **(H)** Relative mRNA expression of *Adgre1* (F4/80) in young and aged wounds. **(I)** Percentage of MHCII^lo^ and MHCII^hi^ macrophages subsets in young and aged wounds. **(J)** Representative micrographs showing the distribution of F4/80^+^ macrophages in young and aged tissues 3 days post-wounding per wound region (quantification method adapted from Borue et al. (31). **(I)** Number of F4/80^+^ macrophages in the α-wound centre and the β-wound edge per mm^2^ of tissue. n=4 mice per group. Data were analysed by unpaired t-test **(B-H)** and two-way ANOVA with Bonferroni multiple comparison test (I, K). Bars show mean ± SD *p<0.05, **p<0.01, ***p<0.001, *n.s*, *not significant*.

### Transcriptomic Analyses Reveal Ageing-Related Impairment of Macrophage Function

RNA-sequencing on CD45^+^CD11b^+^F4/80^+^CD64^+^ macrophages (manual gating strategy and percentage live dead values are shown in **Supplementary Figure 1B, C**) from young and aged Day 3 wounds was performed to investigate the molecular alterations in these cells. 

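The sequenced samples were 3 from young mice and 3 from aged mice, each of macrophages sorted from wounds on Day 3 after wounding. The sample labels give an age of 12 weeks for each young sample and 24 months for each aged sample, and the paper's methods give 8 to 12 weeks and 22 to 24 months. The labels also give each age a sample of set A, B and C. cDNA was made and amplified from low amounts of RNA with the SMART-Seq kit, and the libraries were sequenced from both ends. The authors aligned the reads with STAR to the mm10 mouse genome and quantified them on Ensembl transcripts in Partek Flow. They deposited the estimated number of reads on each gene without normalisation (expected counts), together with a table of their own DESeq2 comparison. The expected counts of 30.7% to 34.0% of the genes in a sample were not whole numbers, and all were rounded before testing. The total of expected counts was 16263373 in young A, 15642483 in young B and 15282178 in young C. It was 15270103 in aged A, 15998054 in aged B and 17927483 in aged C, so that the median was 15642483 in young and 15998054 in aged samples. The paper states an average of 50 M reads per sample, which are reads sequenced, and the values here rest on the counts assigned to genes. The deposited counts covered 15168 genes, each with a total of at least 10 counts over the 6 samples. From there, library sizes were scaled with the trimmed mean of M-values (TMM), with factors between 0.904 and 1.11, and 11878 genes with enough counts for a test (edgeR filterByExpr) were kept. Aged samples were compared with young samples with edgeR's quasi-likelihood test without a block, and p-values were adjusted over all tested genes by the Benjamini-Hochberg method. As in the paper, a gene was called differentially expressed at an adjusted p-value under 0.05 and a change of more than 2-fold. One count in a sample corresponded to between 0.0553 and 0.0701 CPM. The biological coefficient of variation between samples of the same age was 0.239. Counts at genes do not separate reads that copies of a gene share, so near-identical genes can exchange counts.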

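Principal components were computed from log2 CPM (prior count 2) of the 11878 tested genes, each scaled to equal variance. PC1 held 44.8% of the variance, PC2 18.9% and PC3 15.6%, and PC1 and PC2 together held 63.6%. Along PC1, young samples A, B and C scored -25.7, -89.6 and -75.6, and the aged samples A, B and C scored 67.2, 59.5 and 64.2, so PC1 separated the ages. Along PC2, the young samples lay between -12.3 and 14.6, a range of 26.8. The aged samples lay further apart, at -78.1 for aged A, 65.1 for aged B and 20.3 for aged C, a range of 143. The order was reversed along PC1, with a range of 63.8 in young and 7.77 in aged samples, and along PC3, with a range of 129 in young and 9.39 in aged samples. Over all tested genes, the mean Euclidean distance between 2 samples of an age was 64.0 in young and 69.3 in aged macrophages, in log2 CPM units. Pearson correlations of log2 CPM across genes were 0.961 to 0.976 between young samples and 0.960 to 0.976 between aged samples. The wider spread of aged samples along PC2 rested on aged A and aged B. With the components computed again without aged A, the range along PC2 was 135 in young and 1.83 in aged samples, and without aged B it was 121 in young and 48.4 in aged samples. With 3 samples of each age, no test of the spread was made.

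**Figure D1:**
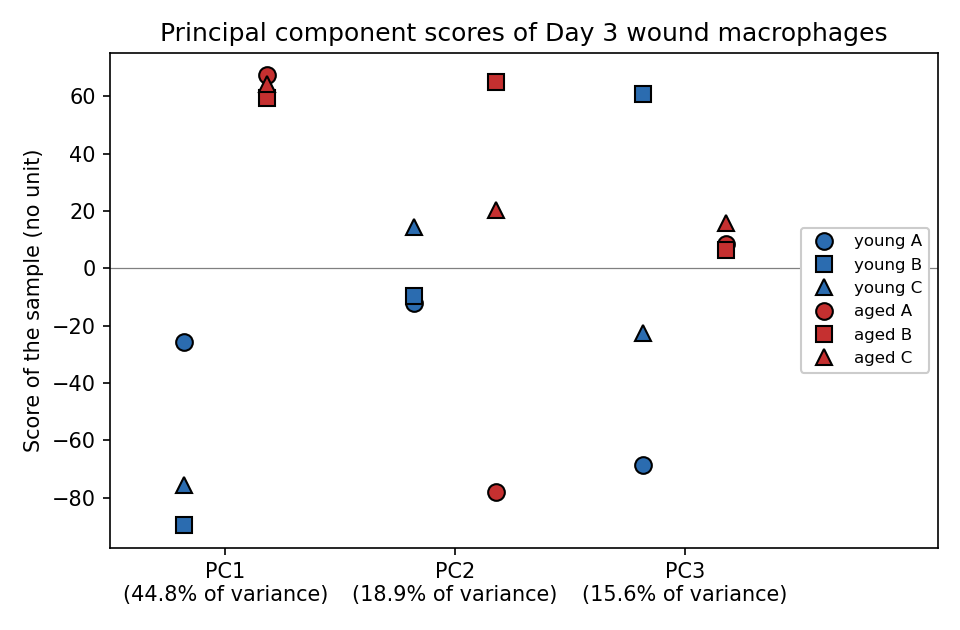
Scores of the 3 young and 3 aged Day 3 wound macrophage samples on PC1, PC2 and PC3, computed from scaled log2 CPM of 11878 genes. Each point is 1 sample and the letters are the set letters. Aged samples spread over 143 units along PC2 and young samples over 129 units along PC3.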

Principal component analysis revealed high similarity in macrophages isolated from young wounds, while the aged macrophages exhibited high inter-sample variability along PC2 (**Figure 4A**). Genes associated with the inflammatory macrophage identity such as *Fth1*, *Lyz2*, *Cd14* and *Cd74*, were highly expressed in both young and aged populations, validating the purity of the sorted cells., 1144 genes were found to be differentially expressed by 2-fold or greater between young and aged Day 3 wound macrophages, of which 625 genes were upregulated and 519 downregulated in the aged samples (**Figures 4B, C**, **Supplementary Material 1**). 

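Fth1 lies on chromosome 19 of mm10 from 9980598 to 9985098 and encodes the ferritin heavy chain. It was measured at 23483 ± 2024 CPM (SD, n = 3) in young and 34100 ± 4967 CPM in aged macrophages, which ranked it 2 and 1 among the tested genes by mean CPM. Lyz2 (chromosome 10, 117277331 to 117282321), which encodes lysozyme, was at 29834 ± 7890 CPM in young and 18621 ± 2596 CPM in aged macrophages, ranks 1 and 2. Cd14 (chromosome 18, 36725067 to 36726798) was at 7888 ± 478 CPM in young and 16855 ± 3050 CPM in aged macrophages, ranks 11 and 5. Cd74 (chromosome 18, 60803848 to 60812652) was at 8479 ± 4143 and 7333 ± 2255 CPM, ranks 10 and 14. In single samples none of the 4 genes ranked below 26. Fth1 has processed pseudogenes and Lyz2 the paralog Lyz1, with which the counting could have shared reads. Of these genes, Cd14 alone differed between the ages, with a log2 fold change of 1.10 (standard error 0.21, adjusted p = 0.0110, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The other 3 genes had adjusted p-values of 0.0753 to 0.699 in that edgeR test, and the sign of Cd74's log2 fold change depended on the samples used. In the 6 fits that each left out 1 sample, the adjusted p-value of Cd14 was under 0.05 in 4 and that of Lyz2 in 1. DESeq2 gave Fth1 and Lyz2 adjusted p-values of 0.0190 and 0.0184. In all, 1044 genes were called differentially expressed between young and aged Day 3 wound macrophages, 545 upregulated and 499 downregulated in the aged samples. Without the 2-fold threshold, 2103 genes had an adjusted p-value under 0.05, and 4101 had an unadjusted p-value under 0.05. In 4538 of the tested genes (38.2%), all aged samples lay on one side of all young samples, which chance gives in 10% of genes, and 1022 of the 1044 called genes were among them. A test against a fold change of 2 (glmTreat) in place of the threshold on the estimated fold change called 29 genes, 26 of them upregulated. Leaving out young C reduced the calls to 213, and leaving out young A raised them to 1503. All 26 genes that the paper labels in Fig. 4C were called, 14 upregulated and 12 downregulated. Among called genes with separated samples and a mean of at least 10 CPM, the largest rises were in Krt14, Serpinb2, Csf3, Alpk2 and Mmp13. Serpinb2 rose from 75.7 ± 17.5 to 676 ± 157 CPM, a log2 fold change of 3.16 (standard error 0.25, edgeR adjusted p = 0.00113). Csf3, Alpk2 and Mmp13 had log2 fold changes of 2.94, 2.89 and 2.73. Krt14, a keratin gene, was at or under 3 counts in each young sample and at least 151-fold higher on average in aged samples, and 1259 of its counts were in aged B, against 11 in aged A and 14 in aged C. Without aged B, Krt14 was at least 4.54-fold higher on average in the other aged samples. The largest falls were in Tgtp2 (log2 fold change -2.70), Ifit3 (-2.36), Fcrls (-2.27), Ly6a (-2.12) and Ctsk (-2.10). Tgtp2 and Ifit3 have near-identical paralogs.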

KEGG pathway analysis of the differentially expressed genes revealed molecular alterations to major functional pathways in the aged wound macrophages. 

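The sets of the KEGG database were not used here, and 39 lists of genes written before the data were examined were tested in their place. They were tested with camera, which compares the genes of a list with all other tested genes in the same model at a preset correlation of 0.01 between genes. Of the 39 lists, 23 had an adjusted p-value under 0.05 (Benjamini-Hochberg over the lists), 10 towards higher and 13 towards lower expression in aged macrophages. However, 10 of the 39 lists consist of genes that the study names, many of them picked from these same 6 samples. Of these 10 lists 7 passed, which is not independent evidence. Of the other 29 lists 16 passed, 7 towards higher and 9 towards lower expression. Several of the 16 also hold genes that the study picked, such as 11 of 34 tested in DNA replication and 10 of 38 in S phase. The 16 are therefore not fully independent evidence either. The rotation test fry, which takes the correlation between genes from the data, passed 20 of these 23 lists, all but G2/M, erythroid markers and inflammatory monocyte markers. With camera's correlation estimated from the samples, 0 of the 39 lists passed after adjustment and 12 had an unadjusted p-value under 0.05. Of 23 mouse Reactome pathways tested the same way, 22 passed camera, 9 higher and 13 lower in aged macrophages, and 4 passed with an estimated correlation. These 4 were nucleotide excision repair, DNA repair, signalling by interleukins and the Toll-like receptor cascades.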

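A list of 125 tested genes of cytokines, chemokines and their receptors had a median log2 fold change of 0.75 in aged against young macrophages. Of these genes, 47 were significantly higher and 5 lower in aged macrophages when adjusted over all genes (edgeR quasi-likelihood test, Benjamini-Hochberg), and 55 and 6 when adjusted over the list alone. As a list they were raised (camera, adjusted p = 8.7e-10), and without the 6 genes that the paper shows in its figures their median was 0.61. Genes that respond to NF-κB and TNF gave a median of 0.89 over 64 genes. Of those, 36 were significantly higher and 0 lower over all genes (43 and 3 at an unadjusted p-value under 0.05), and 42 and 3 adjusted over the list alone (camera, adjusted p = 1.2e-16). Their strongest rise was in Csf2, with a log2 fold change of 3.52 (standard error 0.57), and the lowest value was in Atf3, at -1.07 (standard error 0.36). The 47 genes of the IL6, JAK and STAT3 list had a median of 0.64, with 23 higher and 2 lower over all genes and 27 and 2 adjusted over the list alone (camera, adjusted p = 3.4e-09). The 29 apoptosis genes moved less, with a median of 0.28, 7 genes higher and 1 lower over all genes, and 7 and 2 adjusted over the list alone. Bcl2l11 rose most (log2 fold change 1.23) and Fadd fell most (-1.29). The apoptosis list did not pass camera (adjusted p = 0.0821) and passed fry (adjusted p = 0.00191). The first 3 of these lists share members with one another and are not independent of each other.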

Pro-inflammation-related pathways such as cytokine-cytokine receptor interaction; NF-κB, TNF, and JAK-STAT signalling pathways; and apoptosis were up-regulated in the aged macrophages (**Figure 4D**). These cells exhibited a hyper-inflammatory transcriptome signature in which the expression of key inflammation-associated genes such as *Il1b*, *Il6*, *and Nfkb1* was highly elevated (**Figure 4C**). 

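Il1b (chromosome 2, 129364570 to 129371139) was measured at 4374 ± 1415 CPM (SD, n = 3) in young and 9238 ± 2582 CPM in aged macrophages. Its log2 fold change was 1.08 (standard error 0.29, adjusted p = 0.0328, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). In the 6 fits that each left out 1 sample its adjusted p-value ran from 0.0194 to 0.129, and it was under 0.05 in 1 of them. Il6 (chromosome 5, 30013114 to 30019981) was far less abundant, at 12.5 ± 5.47 CPM in young and 38.6 ± 16.3 CPM in aged macrophages. The log2 fold change of Il6 was 1.64 (standard error 0.39, edgeR adjusted p = 0.0221), which was under 0.05 in 4 of the 6 fits. Nfkb1 (chromosome 3, 135584655 to 135691547) rose from 21.1 ± 2.63 to 56.1 ± 8.59 CPM, a log2 fold change of 1.41 (standard error 0.18, edgeR adjusted p = 0.00242), which was under 0.05 in all 6 fits. In each of the 3 genes every aged sample was above every young sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow).

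**Figure D2:**
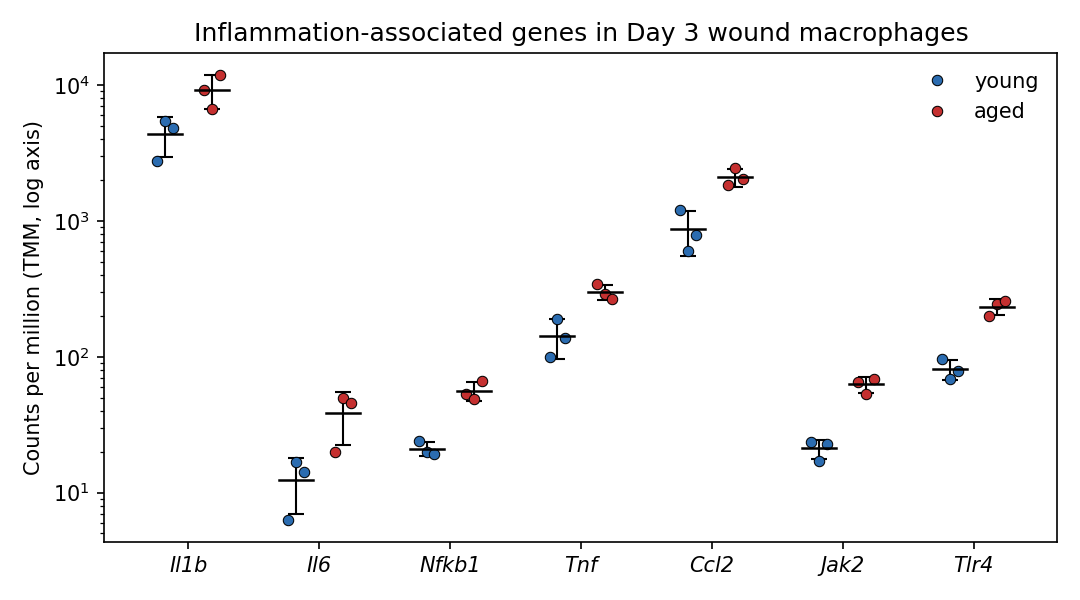
CPM of Il1b, Il6, Nfkb1, Tnf, Ccl2, Jak2 and Tlr4 in each young and aged Day 3 wound macrophage sample, on a log axis. Points are samples, the wide lines are means and the vertical bars are ± SD (n = 3). The aged samples of Il6 sit between 19.9 and 49.9 CPM and its young samples between 6.31 and 16.8 CPM.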

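All 6 genes of the MCM2-7 helicase were lower in aged than in young Day 3 wound macrophages. Mcm2 (chromosome 6, 88883474 to 88898780) fell from 15.7 ± 1.82 CPM (SD, n = 3) to 4.32 ± 0.474 CPM, a log2 fold change of -1.86 (standard error 0.22, adjusted p = 0.00188, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Mcm6 (chromosome 1, 128331590 to 128359664) fell from 39.0 ± 17.7 to 12.7 ± 2.66 CPM, and its log2 fold change was -1.62. Mcm7 and Mcm5 had log2 fold changes of -1.64 and -1.55. Mcm3 and Mcm4 were also significantly lower, with log2 fold changes of -0.97 and -0.75 that stayed under 2-fold. In the fits that each left out 1 sample, the adjusted p-value was under 0.05 in 6 of 6 for Mcm2, in 5 for Mcm7, in 4 for Mcm3, Mcm5 and Mcm6 and in 1 for Mcm4. As a list the MCM genes passed camera (adjusted p = 8.5e-07), with a median log2 fold change of -1.59. The paper shows 4 of them in its figures, and the median of the other 2 was -0.86. Across 34 genes of DNA replication, the median log2 fold change was -0.75. Of these, 16 were significantly lower and 0 higher adjusted over all genes, and 23 and 0 both adjusted over the list alone and at an unadjusted p-value under 0.05 (camera, adjusted p = 6.9e-10). Without the 11 of these genes that the paper shows in its figures the median was -0.61. Across 47 genes of DNA repair the median was -0.39, with 6 genes lower and 0 higher under both adjustments and 13 and 2 at an unadjusted p-value under 0.05 (camera, adjusted p = 0.00319). Without the 4 of these that the paper shows in its figures the median was -0.34. Rad51c rose in that list (log2 fold change 1.21, edgeR adjusted p = 0.0555).

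**Figure D3:**
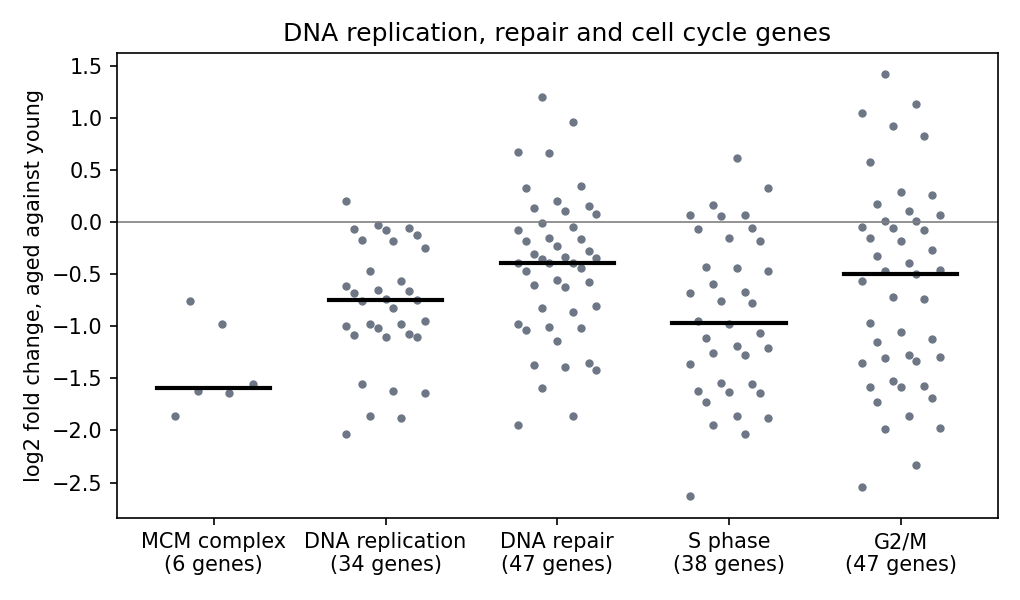
log2 fold change, aged over young, of each tested gene in the lists of the MCM complex, DNA replication, DNA repair, S phase and G2/M. Each point is 1 gene and the bar in each list is the median, which was -0.75 for DNA replication and -0.39 for DNA repair.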

Compared to young macrophages, genes involved in DNA replication, repair, and cell cycle pathways, including subunits of the minichromosome maintenance complex (MCM), were significantly down-regulated in the aged macrophages (**Figures 4C, E** **)**. These results reflected a perturbed transcriptomic profile in aged macrophages that is indicative of reduced proliferative capacity alongside a triggered inflammatory cell state.

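From the sequencing data the paper reasons in steps. It starts from the genes that differed between young and aged macrophages and from the pathways that hold them. Among the pathways of the upregulated genes it finds inflammatory ones, and it names Il1b, Il6 and Nfkb1 as elevated. Among those of the downregulated genes it finds DNA replication, repair and the cell cycle, and it names the MCM subunits. From this profile the paper proposes a reduced proliferative capacity alongside a triggered inflammatory state.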

**Figure 4:**
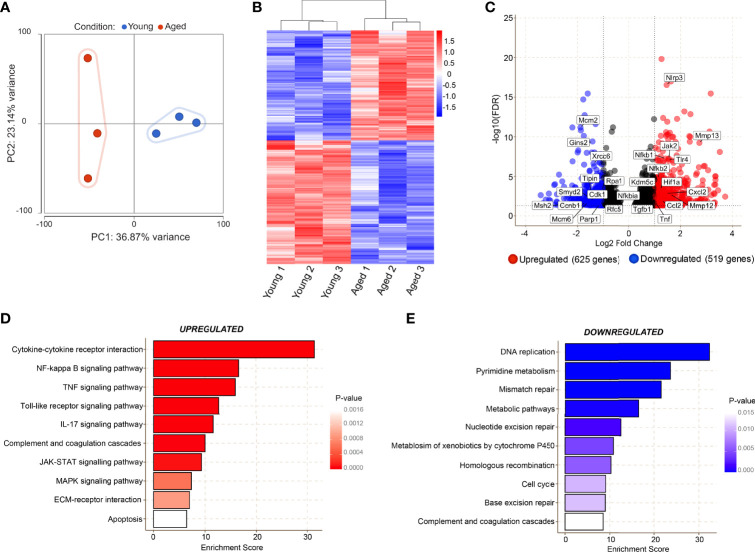
Transcriptomic analyses reveal age-related alterations in key molecular pathways in macrophages during the inflammatory phase of wound healing. **(A)** Bulk RNA sequencing was carried out on FACS sorted macrophages from young and aged wounds 3 days post-wounding. Principal component analysis (PCA) plot showing variation between 3 young (blue) and 3 aged (red) macrophage samples sorted from wounds. The plot models 60% of the total variance. **(B)** Hierarchical-clustering heatmap by samples of, 1144 differentially expressed genes in young and aged macrophages. **(C)** Volcano plot of differentially expressed genes between young and aged macrophages. A cutoff FDR >0.05; Log2 Fold Change > ± 1 was used. 625 genes were upregulated whereas 519 were downregulated. **(D, E)** Top enriched KEGG pathways from genes upregulated (*red*) and downregulated (*blue*) in aged wound macrophages (*p<0.05*).

### Proliferation Related Pathways Are Intrinsically Altered in Aged Macrophages

Unbiased gene set enrichment analysis (GSEA) revealed distinct associations of the young macrophage transcriptome with Hallmark gene sets (32), for E2F targets, G2/M checkpoint, DNA repair, and oxidative phosphorylation, indicating the down-regulation of proliferative processes in aged macrophages (**Figure 5A**). 

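The Hallmark sets were not used here, and the tested lists of S phase, G2/M, DNA repair and oxidative phosphorylation genes cover similar processes. The S phase list had a median log2 fold change of -0.96 over 38 genes, with 15 significantly lower and 0 higher adjusted over all genes (edgeR quasi-likelihood test, Benjamini-Hochberg) and 21 and 1 adjusted over the list alone and at an unadjusted p-value under 0.05 (camera, adjusted p = 5.8e-09). The paper shows 10 of these genes in its figures, picked from the same 6 samples, and the median of the other 28 was -0.63. The G2/M list moved less evenly. Its median was -0.49 over 47 genes (-0.32 without young A and -0.83 without young B) and -0.32 over the 39 that the paper does not show in its figures. Of the 47, 11 were significantly lower and 4 higher over all genes and 12 and 5 adjusted over the list alone. It passed camera (adjusted p = 0.00361) but not fry (adjusted p = 0.139), and without young A its camera adjusted p-value was also 0.139. Kif2c fell most in that list (log2 fold change -2.54, standard error 0.41) and Ckap2l rose most (1.42, standard error 0.44). The 77 oxidative phosphorylation genes were lowered by a small and even amount. Their median was -0.35, with 72 genes lower and 5 higher in aged macrophages, 13 significantly lower and 0 higher over all genes, 19 and 0 adjusted over the list alone, and 36 and 0 at an unadjusted p-value under 0.05 (camera, adjusted p = 1.3e-07). With a trend on transcript length and GC content removed, the median was -0.20. None of them changed by more than 2-fold with an adjusted p-value under 0.05. The Reactome pathway of replication genes under E2F control had a median of -0.89 over 26 genes (camera, adjusted p = 2.4e-05), and that of G2/M checkpoints -0.67 over 48 genes (camera, adjusted p = 1.2e-05).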

The leading edge genes of the “E2F targets”, “DNA repair”, and “G2M checkpoint” gene sets were used to construct a functional association network of the most down-regulated genes using the STRING database (33, 34). 

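The genes drawn in the networks of Fig. 5B were chosen in the study from these same 6 samples, so their tests are not independent evidence. Of the 24 genes of the DNA synthesis and repair network, 23 had enough counts to be tested and all 23 were lower in aged macrophages, with a median log2 fold change of -1.55. Of these, 21 passed the adjusted p-value and 2-fold thresholds (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and 23 had an adjusted p-value under 0.05 when adjusted over the list alone. Rad51ap1 fell most (log2 fold change -2.63, standard error 0.53) and Rfc3 least (-1.01, standard error 0.23). Ube2t (log2 fold change -1.84, edgeR adjusted p = 0.0703) and Pold1 (-1.08, edgeR adjusted p = 0.0618) did not pass, and Dscc1 was too low to test. All 11 genes of the cell division network were lower, with a median of -1.46, and 11 had an adjusted p-value under 0.05 over all genes and over the list alone. In that network Ube2c fell most, at -2.34, and Dkc1 least, at -0.99, just short of 2-fold. The 10 genes of the chromosome segregation network had a median of -1.36 and all passed both thresholds, from Kif2c to Htra2 (-1.12). Most of these genes were scarce, and the median gene of the 3 networks was at 8.51, 5.46 and 4.88 CPM over all samples.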

Markov clustering revealed the down-regulation of three linked gene networks correlated to DNA synthesis and repair, cell division, and chromosome segregation (**Figure 5B**). Differential expression of downregulated DNA repair and cell cycle genes was assessed by qPCR analysis on macrophages isolated from young and aged Day 3 wounds (**Figure 5C**).

**Figure 5:**
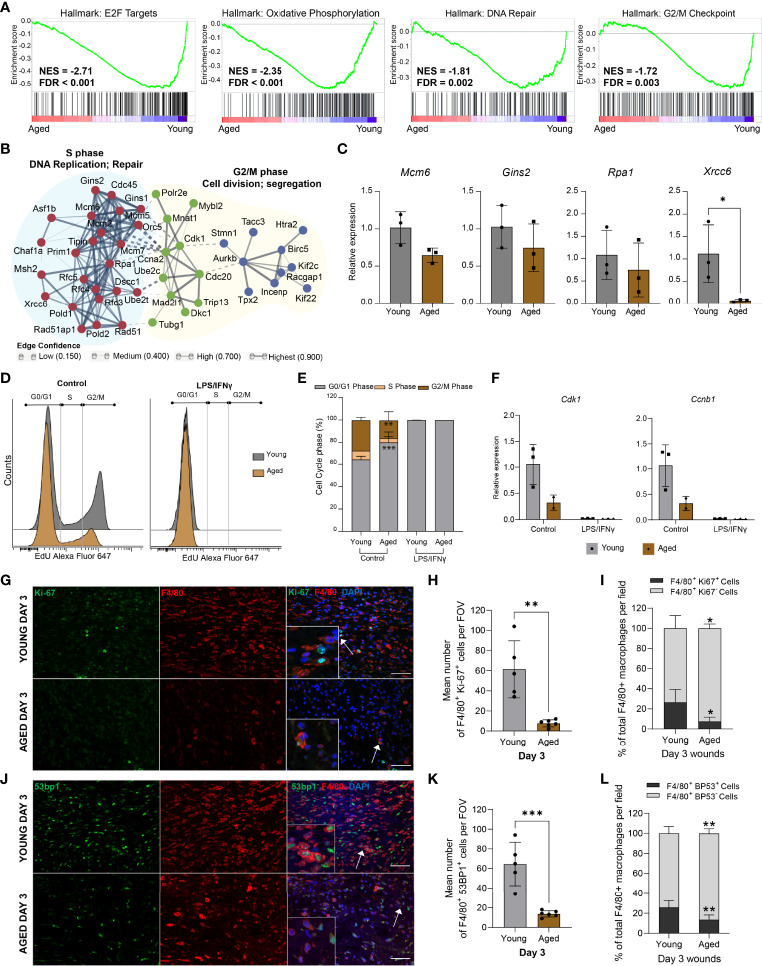
Aged macrophages exhibit altered cell cycle profiles **(A)** GSEA plots of top downregulated cell cycle-related pathways in aged wound macrophages. The normalised enrichment score (NES) and the false discovery rate q-value (FDR) are shown. **(B)** Protein-protein interaction networks of differentially expressed leading-edge genes between young and aged mice created in STRING. **(C)** Relative expression of DNA repair-related genes *Mcm6, Gins2, Rpa1*, and *Xrcc6* in macrophages sorted from young and aged Day 3 wounds. Expression levels were normalised to *Actb*. n=3 mice per group, unpaired t-test. ***(*D*)*** Flow cytometry histograms of cell cycle analysis in non-activated (control) and activated BMDMs (24hrs LPS+ IFNγ) from young and aged wounded mice. BMDMs were treated with EdU for 2hrs before analysis. **(E)** Quantification of cell cycle analyses by phase in young and aged BMDMs. n=3 mice per group, two-way ANOVA with a Bonferroni multiple comparison test. **(F)** Expression of *Cdk1* and *Ccnb1* in young and aged non-activated and activated BMDMs. Expression levels were normalised to the average of 2 housekeeping genes *Actb* and *Tbp*. All groups were normalised to young control. n=2-3 mice per group. **(G, J)** Representative micrographs of F4/80 + Ki-67 **(*G*)** and F4/80 + 53BP1 **(J)** staining distribution in young and aged Day 3 wounds. Scale bar= 50µm. **(H, K)** Mean number of cells that were double-positive for F4/80 and Ki67 **(*H*)** or 53BP1 **(*K*)** in young and aged Day 3 wounds per field of view. **(I, L)** Percentage of F4/80^+^ Ki67^+^ or F4/80^+^ 53BP1^+^ cells as a proportion of total F4/80^+^ cells present in young and aged Day 3 wounds. Bars show mean ± SD, n= a total of 5-6 FOVS taken from the wound centre from 3 mice per group (2 FOVs per mouse). *p<0.05, **p<0.01, ***p<0.001, unpaired t-test.

To ascertain the effect of these ageing-associated transcriptomic changes on the proliferation potential of the macrophages, we derived macrophages from the bone marrow (BMDMs) of young and aged wounded mice and analysed the cell cycle profiles of non-activated and LPS/IFNγ-activated BMDMs. Consistent with previous studies (35), LPS treatment induced a block at the G1-S transition and arrested the proliferation of BMDMs derived from young mice (**Figures 5D, E** **)**. Although aged BMDMs were reported to be less responsive metabolically to LPS stimulation (36), these cells were also arrested in the G0/G1 phase by LPS treatment. More notably, we observed 15.8% more non-activated BMDMs derived from aged mice in the G0/G1 phase compared to young BMDMs (**Figures 5D, E**). Evaluation of key mitotic checkpoint genes such as *Cdk1* and *Ccnb1* indicated a reduction of these genes in the aged non-activated BMDMs (**Figure 5F**).

These results suggest that macrophages, both from wounds or derived from bone marrow, exhibit an ageing-related cell-intrinsic reduction in proliferative potential, accompanied by the down-regulation of genes involved in chromosomal DNA metabolism and repair. We sought to corroborate these findings by assessing the macrophages within their native environment in the Day 3 wounds of young and aged mice. Double immunostaining for the macrophage marker F4/80^+^ and the proliferation marker Ki67 was carried out to determine the proportion of proliferative macrophages in the young and aged wounds. We found 26% of F4/80^+^ macrophages present in the young Day 3 wounds to be Ki67^+^, while less than 8% of macrophages in the aged Day 3 wounds were Ki67^+^ (**Figures 5G-I**, **Supplementary Figure 5**). We also stained for 53BP1, which is involved in DNA repair and genome protection. The average number of 53BP1^+^ cells was 80% lower in aged wounds compared to young, and these cells constituted a significantly lower proportion of total macrophages present in the tissues (**Figures 5J–L**). These data suggest that ageing-related differences in the macrophage response to wounding result, in part, from alterations to the proliferative potential and genomic stability of these myeloid cells.

### Heightened Inflammation in Aged Macrophages Is Associated With Increased Tissue Damage

In addition to the down-regulation of proliferation processes, macrophages isolated from Day 3 wounds of aged animals were characterised by a prominent elevation of inflammation-related genes. 

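Genes of Toll-like receptor signalling had a median log2 fold change of 0.50 over 31 tested genes in aged against young Day 3 wound macrophages. Of these, 10 were significantly higher and 1 lower adjusted over all genes (edgeR quasi-likelihood test, Benjamini-Hochberg), and 13 and 1 adjusted over the list alone (camera, adjusted p = 6.6e-05). Tlr4 rose most in that list, from 81.0 ± 13.6 CPM (SD, n = 3) to 234 ± 31.7 CPM, a log2 fold change of 1.53 (standard error 0.19, edgeR adjusted p = 0.00202). Irf7 fell most (log2 fold change -1.58). When the genes that the paper shows in its figures were left out, the median was 0.82 over the other 56 genes of the NF-κB and TNF response and 0.62 over the other 45 genes of IL6, JAK and STAT3 signalling. The Reactome pathway of interleukin-6 signalling had a median of 0.79 over 10 genes (camera, adjusted p = 1.0e-04), that of interleukin-1 signalling 0.48 over 41 genes (camera, adjusted p = 7.0e-06) and that of signalling by interleukins 0.43 over 98 genes (camera, adjusted p = 4.3e-07). The Reactome pathway of TNF signalling, with 9 genes tested, had a median of 0.36, did not pass camera (adjusted p = 0.141) and passed fry (adjusted p = 0.00339). With a trend on transcript length and GC content removed, the median was 0.33 for the Toll-like receptor list and 0.47 for the Reactome pathway of interleukin-6 signalling. With each sample left out in turn, the median of the NF-κB and TNF response list stayed between 0.82 and 1.02.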

Consistent with the KEGG pathway analysis, GSEA underscored the enrichment of genes involved in the inflammatory response, IL6-Jak-Stat3 signalling and TNF signalling *via* NF-κB pathways in the aged macrophages (**Figure 6A**). We performed qRT-PCR validation of upregulated inflammatory response genes in the pathways that were most significantly altered in the aged using FACS-sorted macrophages from the unwounded skin (Day 0) and Day 3 wounds of young and aged animals. In unwounded skin, no significant differences in these pro-inflammatory factors were detected between the young and aged macrophages, though the average expression of *Il1b*, *Il6*, *Tnf* and *Ccl2* were discernibly higher in the aged cells (**Figure 6B**). In contrast, a distinct ageing-associated increase in the expression of *Il1b*, *Il6*, *Tnf*, *Ccl2, Jak2*, and *Tlr4* in the aged Day3 wound macrophages was observed. Furthermore, we detected significantly higher increases for these genes between Day 0 and Day 3 macrophages in the aged mice compared to the young mice, indicating that the degree of pro-inflammatory gene activation in macrophages in response to wounding was much greater in the aged animals.

**Figure 6:**
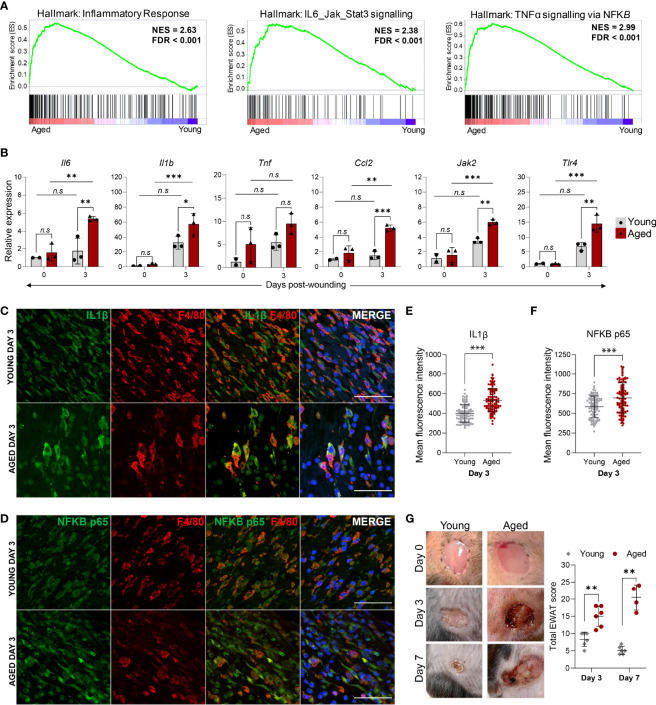
The hyper-inflammatory response in macrophages from aged wounds is correlated with surrounding tissue damage and poor wound healing. **(A)** GSEA plots illustrate the top enriched pathways in aged wound macrophages based on the hallmark gene set. The normalised enrichment score (NES) and the false discovery rate q-value (FDR) are shown. **(B)** Relative expression of proinflammatory genes *Il6, Il1β, Tnf, Ccl2, Jak2* and *Tlr4* in macrophages sorted from young and aged unwounded skin (Day 0) and Day 3 wounds. Expression levels were normalised to Actb and all groups were normalised to young Day 0. n=2-3 mice per group. Bars show mean ± SD. *p<0.05, **p<0.01, ***p<0.001, *n.s*, *not significant*, two-way ANOVA with a Bonferroni multiple comparison test. **(C–D)** Representative images of F4/80 + IL1B or NFκB p65 staining abundance in young and aged Day 3 wounds. 100 cells were analysed from a total of 5-6 FOVS of the wound centre from 3 mice. Scale bar= 50µm. **(E, F)** Mean fluorescence intensity of IL1B or NFκB p65 in F4/80^+^ cells from young and aged Day 3 wounds. Data are shown as mean ± SD. ***p<0.001, unpaired t-test. **(G)** (left) Photographic images of young and aged wounds 0, 3 and 7 days post showing damage of surrounding tissue in aged but not young wounds. (right) Total experimental wound assessment tool score (EWAT score) per mouse in young vs aged mice 3 and 7 days post wounding. **p<0.01, Multiple Mann Whitney U Tests.

We further corroborated these findings at the single-cell level by immunostaining for and quantifying the levels of IL-1β and NF-κB (p65) in F4/80^+^ macrophages present in the Day 3 wounds (**Figures 6C, D** **)**. The mean staining intensities of IL-1β and NF-κB p65 were significantly higher in aged wound macrophages compared to young (**Figures 6E, F** **)**. Hence, while the number of macrophages is substantially lower in aged wounds, these cells produce an aberrantly activated pro-inflammatory transcriptomic and cytokine profile that could contribute to unresolved inflammation in the wounds. Indeed, we observed that aged wounds were characterised by redness, exudate, poor scab formation, and aggravated surrounding tissue damage at Day 3 post-wounding that did not improve or became exacerbated by Day7 (**Figure 6G** **, Supplementary Figure 6**),. We assessed the degree of tissue damage using an experimental wound assessment tool (EWAT) developed by Lima et al. (**Supplementary Table 1**) (16). The total EWAT score for each mouse was calculated to assess the degree of tissue damage (lowest score of 0 indicates no damage; highest score of 36 indicates maximum possible tissue damage). We found that aged wounds had a higher total tissue damage EWAT score on both Days 3 and 7 post-wounding in comparison to young wounds (**Figure 6G**). Aged wounds had an average damage score of 17 at Day 3 which increased to 20 as wound conditions worsened at Day 7 while the young wound damage scores averaged at 8 and improved to 5 by Day 7 (**Figure 6G**). These analyses underscore the poor healing progression of aged wounds and increased inflammation-induced tissue damage that may be related to a heightened inflammatory signature in the macrophages.

## Discussion

In this work, we have analysed ageing-related perturbations to the cellular constitution of cutaneous wounds three and seven days post-injury and investigated the molecular changes underlying the slow healing progression in aged animal models. Our study shows that low numbers of macrophages with reduced proliferative capacity, but a hyper-inflammatory transcriptomic signature is a major feature in poorly healing aged wounds.

Ageing-associated changes in the distribution of macrophages in the skin and wounds have always been a matter of debate due to differences in quantification methods, timeframes of assessments and the challenges of isolating macrophages from these tissues. Past studies have reported contradictory results on how ageing affects the number of macrophages present in cutaneous wounds as healing progresses (14, 15, 37). We employed both flow cytometry and immunohistochemistry analyses to demonstrate that the proportion of macrophages is diminished in Day 3 and Day 7 aged wounds compared to young wounds. We propose that the lower macrophage count in aged animals may result from a cell-autonomous loss of proliferation capacity of these cells. Our *in-vitro* analyses of BMDMs showed that cell cycle progression and checkpoint genes in the aged cells were altered in the same way as macrophages in the wounds of aged mice, despite being removed from the ageing microenvironment. Of note, non-activated BMDMs from unwounded aged mice had also been shown to exhibit cell-intrinsic impaired proliferation, associated with significantly shortened telomeres due and decreased STAT5a phosphorylation (38). Aged human bone marrow cells were also reported to exhibit decreased proliferative capacity, suggesting that cell-intrinsic changes in bone marrow cell proliferation upon ageing may be conserved between humans and mice (39). Reduced numbers of macrophages have also been reported in other tissues such as the lung. A recent study found fewer macrophages in the ageing lung during viral infection in mice and this reduction was ascribed to impaired proliferation of the aged alveolar macrophages (40). It was demonstrated through the adoptive transfer of aged alveolar macrophages into young mice that the tissue microenvironment influenced the proliferative capacity of the cells (40). It remains to be determined if a similar cell-extrinsic effect would be achieved on macrophages in the aged wounds using chimeric mouse models.

We observed a chronic wound-like accumulation of exudates and severe prolonged tissue damage in delayed healing aged wounds, suggestive of a poorly controlled inflammatory response. Macrophages have also been proposed to play a causative role in the delayed healing of chronic wounds (23, 30). Our findings suggest that in the aged mice, inflammation resolution and wound closure is impeded by excessive and sustained activation of inflammatory pathways in the aged wound macrophages, despite a reduced number of these cells in the wounds. This may be related to senescence-related mechanisms. Cellular senescence is associated with the induction of a senescent associated secretory phenotype (SASP) in which elevated production of inflammatory cytokines and chemokines, proteases, and reactive oxygen species results in the death of surrounding cells and damage to the tissue (41–43). Interestingly, non-healing chronic wounds in diabetic mice had been linked to wound macrophages that exhibited a CXCR2 dependent SASP (43).

Our study also highlighted a contribution of F4/80^+^MHCII^lo^ macrophages to the normal inflammatory cell response that is diminished in aged animals. MHCII^lo^ and MHCII^hi^ macrophage subsets are phenotypically and functionally distinct (8, 44–46). MHCII^lo^ macrophages are increased early during an inflammatory response and the reduction of these cells was correlated to increased chemokine secretion and impaired healing upon injury in the lung and heart (44, 47, 48). Beyond the scope of this study, it will be useful, in future experiments, to characterise differential contributions of MHCII^lo^ and MHCII^hi^ macrophage subtypes, through progressive stages of the inflammatory response, to cutaneous wounding healing in young and aged mice with the use of MS4A3 monocyte-lineage tracing mouse models (49).

Though it remains to be investigated if the aberrantly heightened inflammatory responses in aged wound macrophages can be specifically addressed to improve wound recovery, studies in chronic wounds have shown some promising results. Prior work has shown that the rate of healing in chronic wounds can be improved by reducing inflammation through sustained expression and treatment with transcription factor HOXA3 or blockade of regulatory receptors such as the interleukin 1 receptor (50–52). Altered macrophage activities have been previously linked to an ageing-associated elevation of pro-inflammatory factors leading to disease formation in response to injury in organs such as the brain, lung, liver and bone (53–56). Notably, healing outcomes and disease resolution in the old mice could be improved by small-molecule inhibition of macrophage infiltration and inflammatory activities (54, 55). In addition, studies have shown that small-molecule inhibition of the NLRP3 inflammasome in mice resulted in decreased IL1B expression and conferred protection from ageing-related neurodegeneration (57, 58). These data suggest that poor wound repair outcomes associated with both extrinsic and intrinsic ageing-related changes to macrophage behaviour may be regulated by targeting altered inflammatory pathways.

In conclusion, our study has demonstrated that changes in macrophage distribution and function affect the progression of wound healing in female aged mice and provided new insight into functional pathways that can be targeted to aid wound recovery in the elderly. In the future, it will be useful to explore gender-related differences in wound healing responses upon ageing. As macrophages are known to be a heterogeneous population, future single-cell studies of young and aged wound macrophages would reveal the impact of ageing on different functional macrophage subtypes and facilitate the development of more targeted therapeutic approaches.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: NCBI Gene Expression Omnibus; GSE199763.

## Ethics Statement

The animal study was reviewed and approved by A*STAR IACUC, Singapore and the University of Manchester Ethical Review Committee.

## Author Contributions

Conceptualization: KM, CL, and MR. Formal analysis: CD, CL, and KM. Funding acquisition: CL, KM, and MR. Investigation: CD, CL, KM, YO, KW, and SK. Methodology: KM, CL, and CD. Resources: CL, KM, MR, BJ, and JG. Supervision: CL, KM, and MR; Visualization: CD, CL, and TT. Writing – original draft: CD and CL. Writing – review & editing: CD, CL, KM, and MR.

## Funding

The work was supported by the A*STAR IAF-PP Program H17/01/a0/004 to CL and MICRA Seedcorn Award AA17533 to KM and MR. KM is also supported by the British Heart Foundation RM/17/2/33380. CD is supported by the A*STAR Research Attachment Programme and the Faculty of Biology, Medicine and Health at the University of Manchester. KW was supported by EPSRC and MRC CDT in Regenerative Medicine studentship EP/L014904/1. JG is supported by a Kennedy Trust for Rheumatology Research Senior Fellowship.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Age-Related Alterations in Macrophage Distribution and Function Are Associated With Delayed Cutaneous Wound Healing
**Source:** Front Immunol. 2022 Jul 8;13:943159. doi: 10.3389/fimmu.2022.943159
**Supplement:** Supplementary file 1

Supplementary Material

#
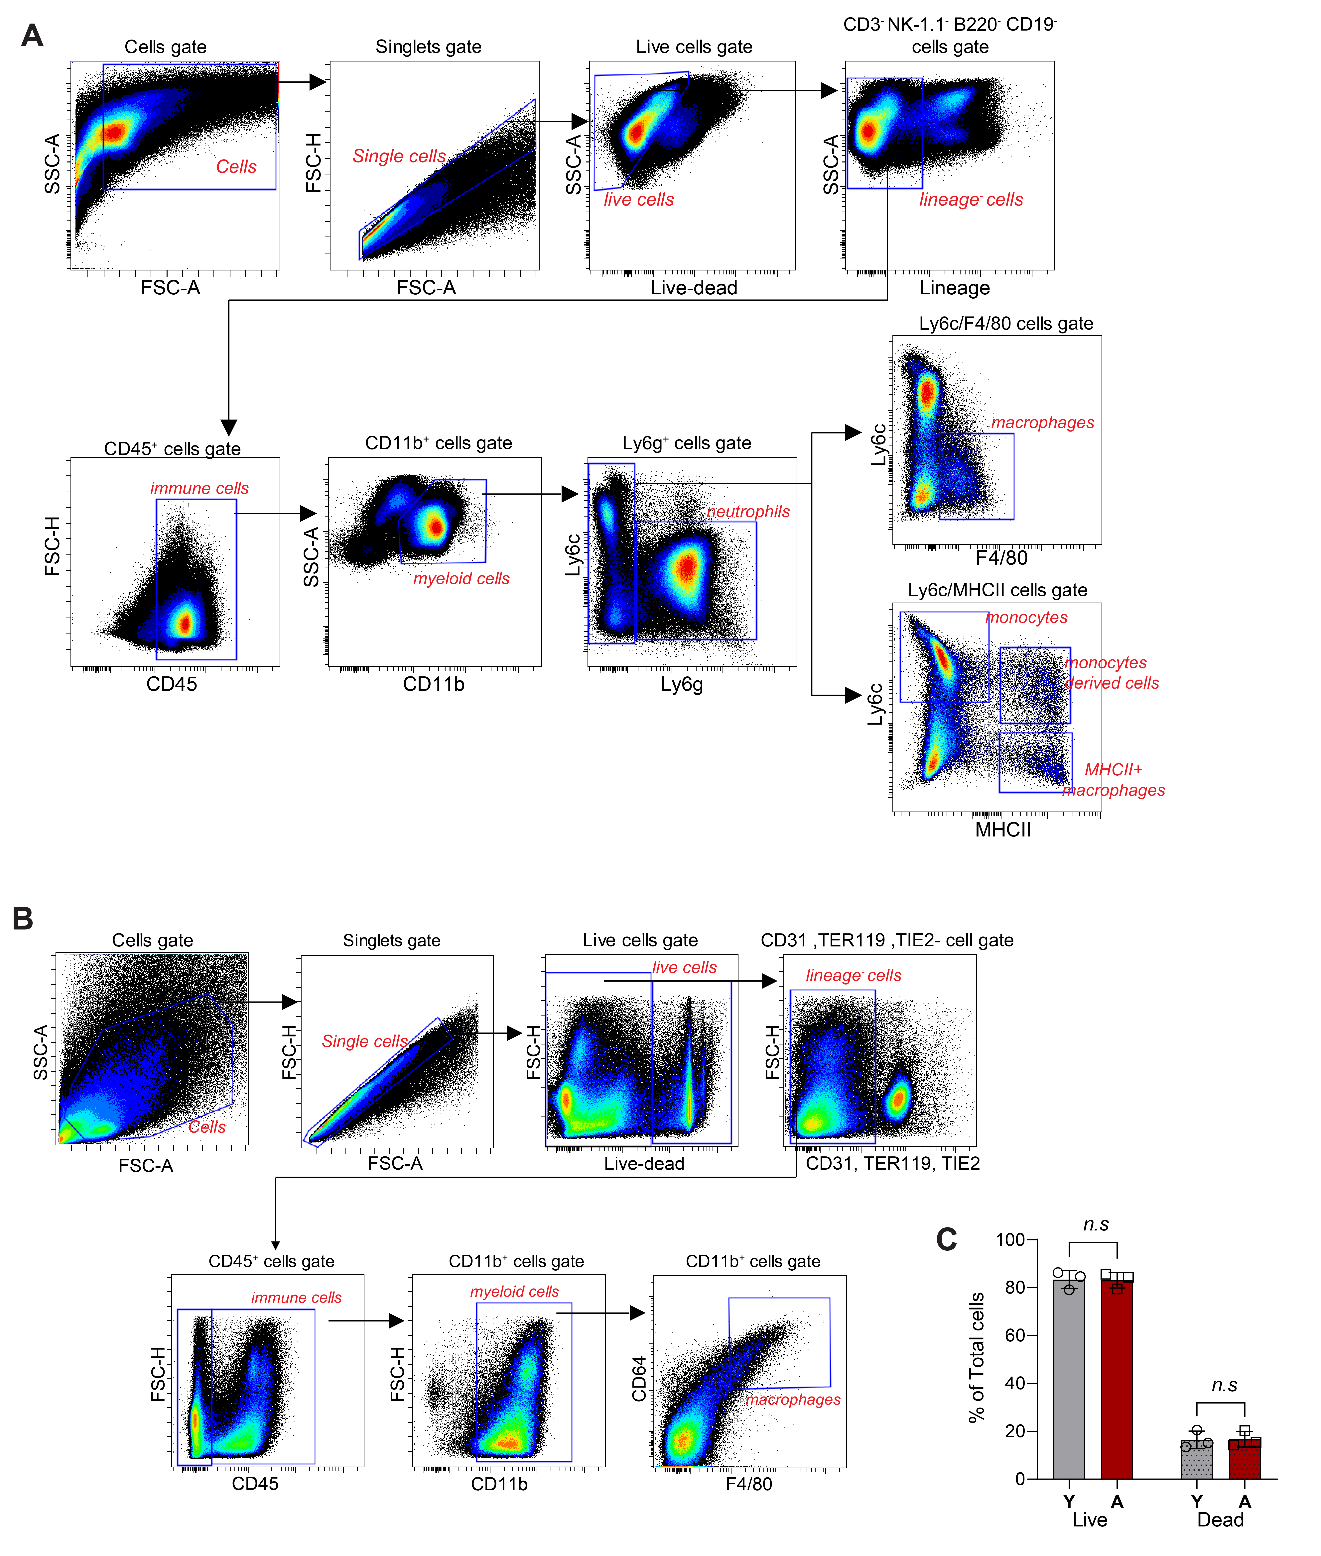

**Supplementary Figure S1. Manual gating strategies used to validate populations identified by viSNE in young and aged mice. (A)** Manual gating strategy showing myeloid subset populations validating viSNE clusters**. (B)** Manual gating strategy used for FACS sorting of macrophages isolated from wounds for RNA sequencing. (C) Percentage live and dead populations are shown. n=3 per group, two-way ANOVA with a Bonferroni multiple comparisons test.

**
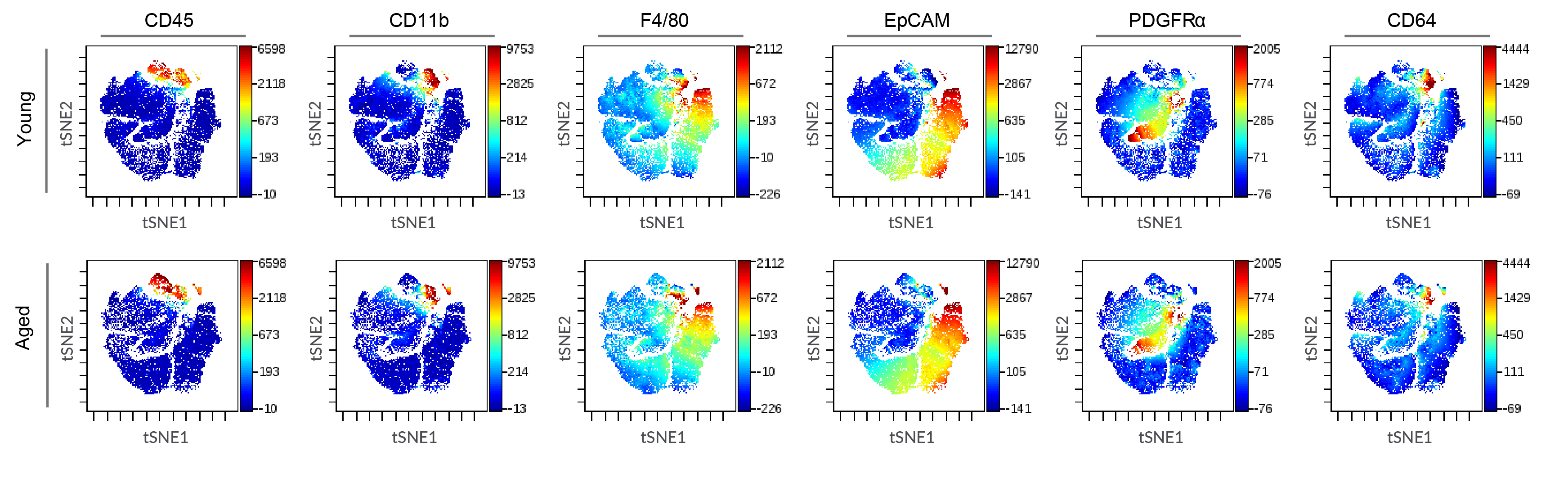
**

**Supplementary Figure S2. Expression pattern of cell markers defining distinct populations in young and aged skin.** Individual viSNE maps were generated using 6 markers. viSNE plots are coloured by expression levels of CD45, CD11b, F4/80, EpCAM, PDGFRα and CD64 in young and aged skin cells. 15000 cells were analysed per group.

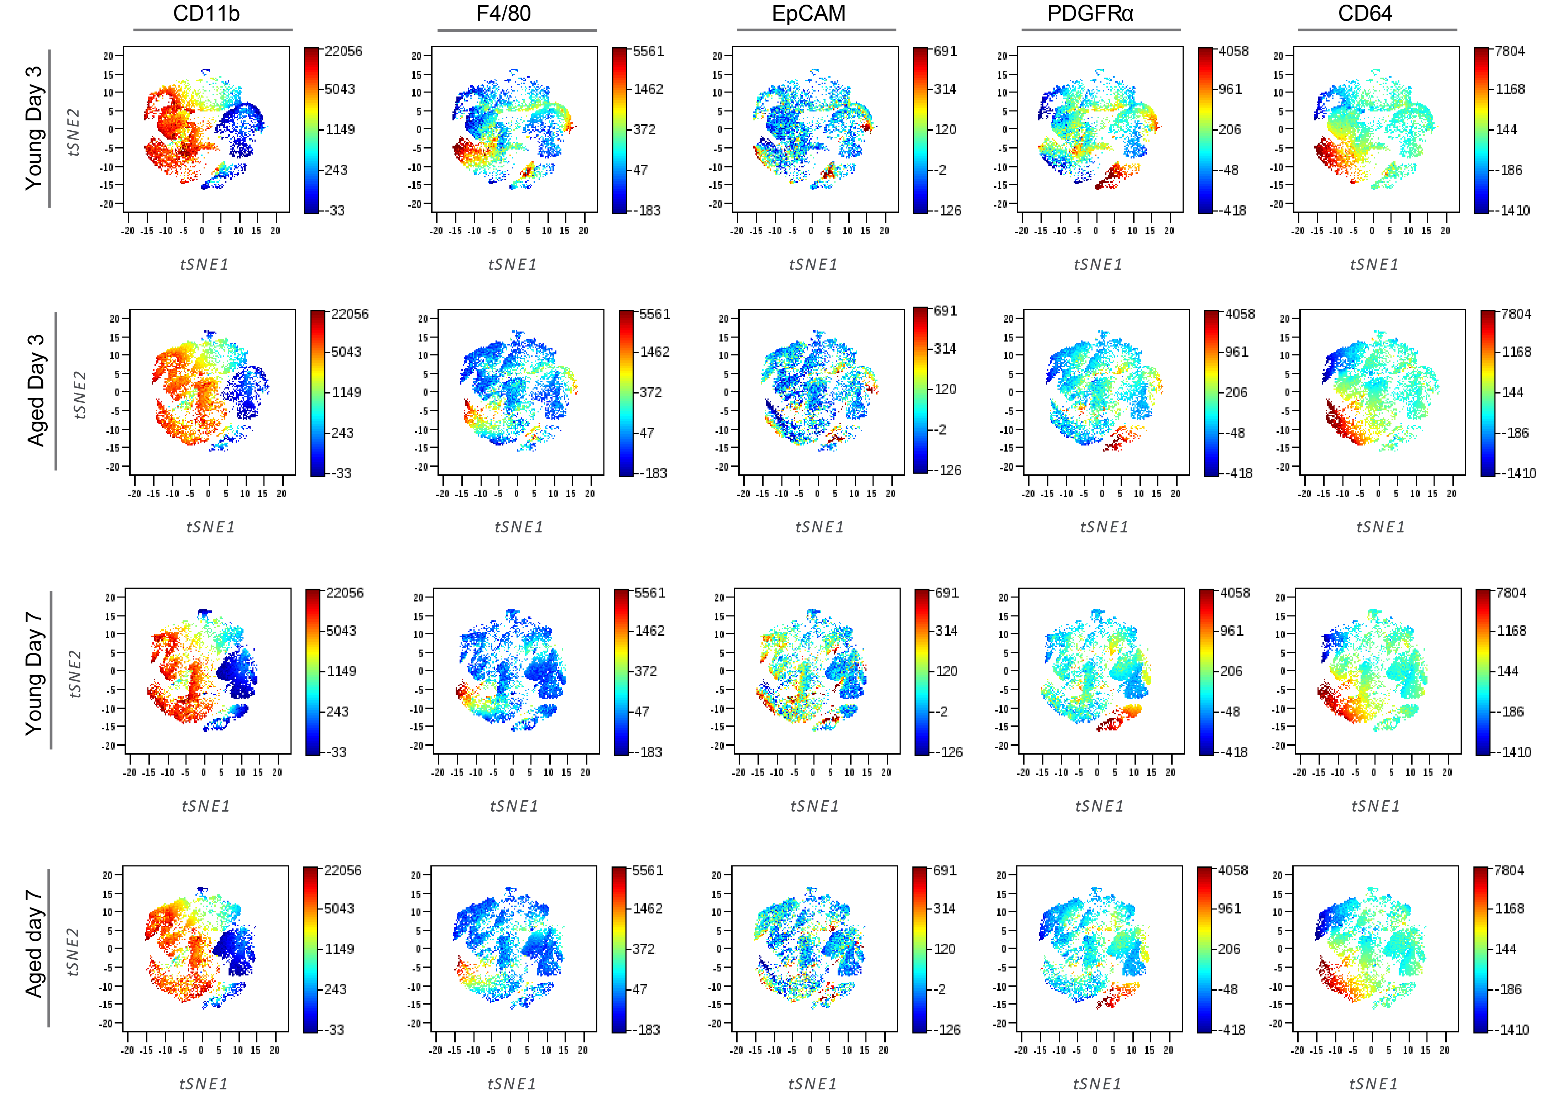
**Supplementary Figure S3. Individual distribution of cell type-specific markers in young and aged wounded mice.** Individual viSNE maps generated using 5 markers used to define skin cell population in young and aged mice 3 and 7 days post-wounding. viSNE plots are coloured by expression levels of CD11b, F4/80, EpCAM, PDGFRα and CD64. 10000 cells were assessed per group.

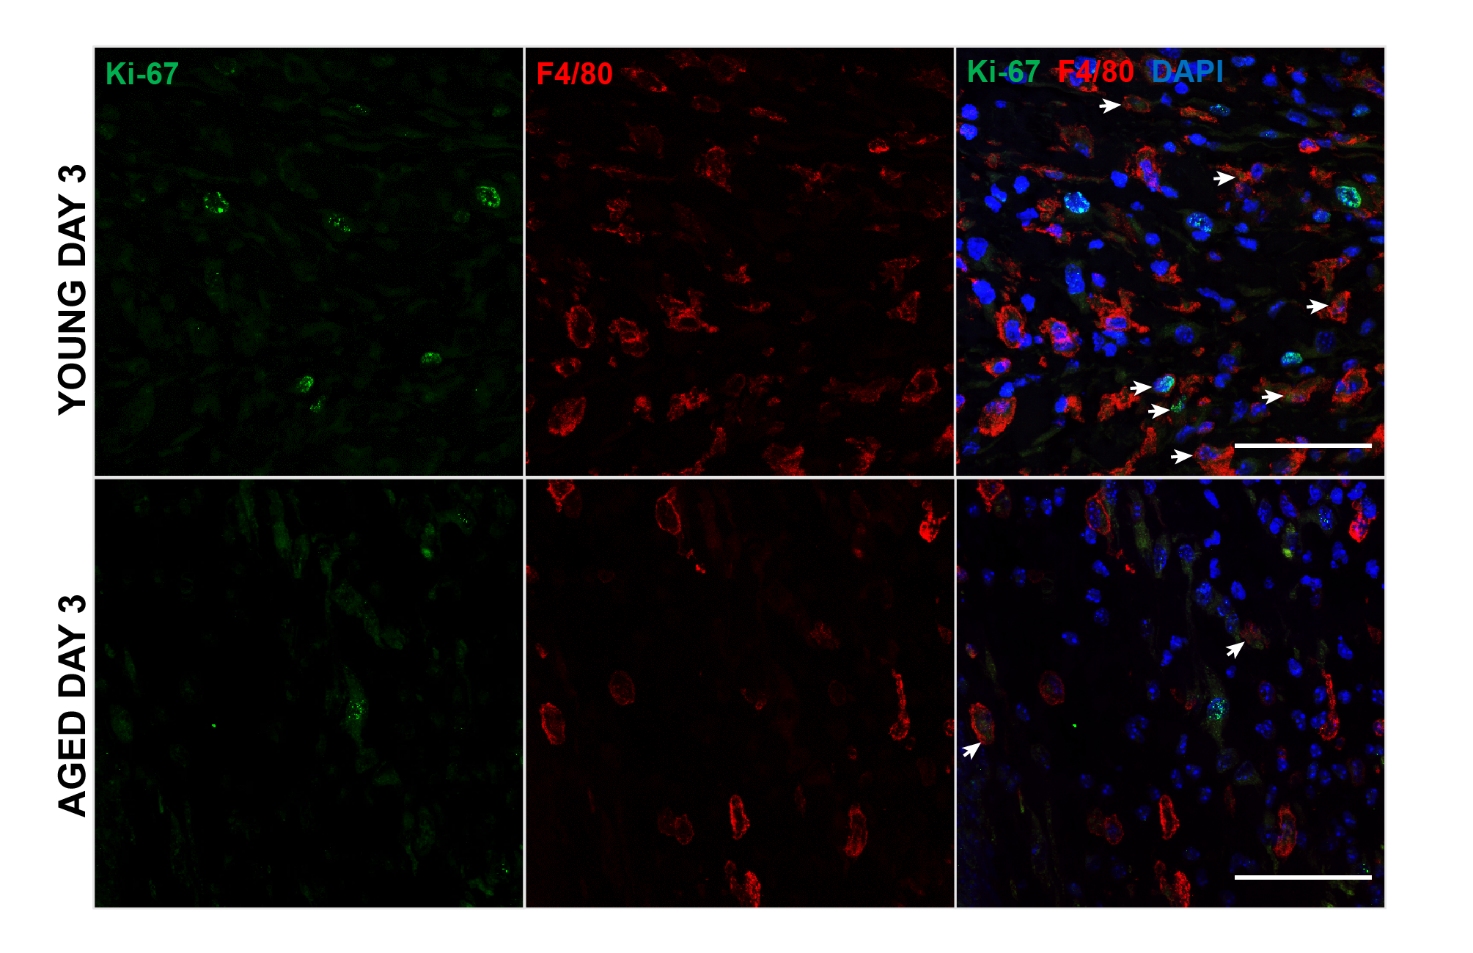
**
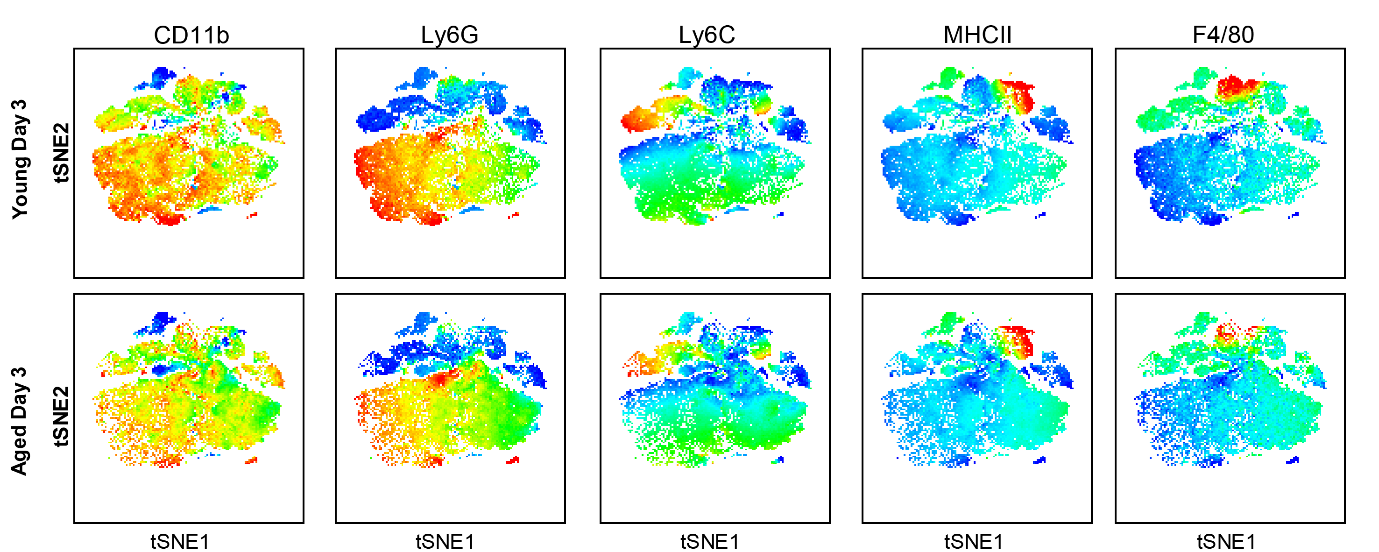
Supplementary Figure S4. Expression pattern of cell markers defining distinct populations in young and aged Day 3 wounds.** Individual viSNE maps were generated using 5 distinct markers. viSNE plots are coloured by expression levels of, CD11b, Ly6G, Ly6C, MHCII, and F4/80 in young and aged skin cells. 25000 cells were analysed per group.

**Supplementary Figure S5. Representative images of F4/80 and Ki-67 staining in young and aged Day 3 wounds.** Arrowheads indicate F4/80^+^ Ki-67^+^ double-positive cells. Scale bar= 50µm.

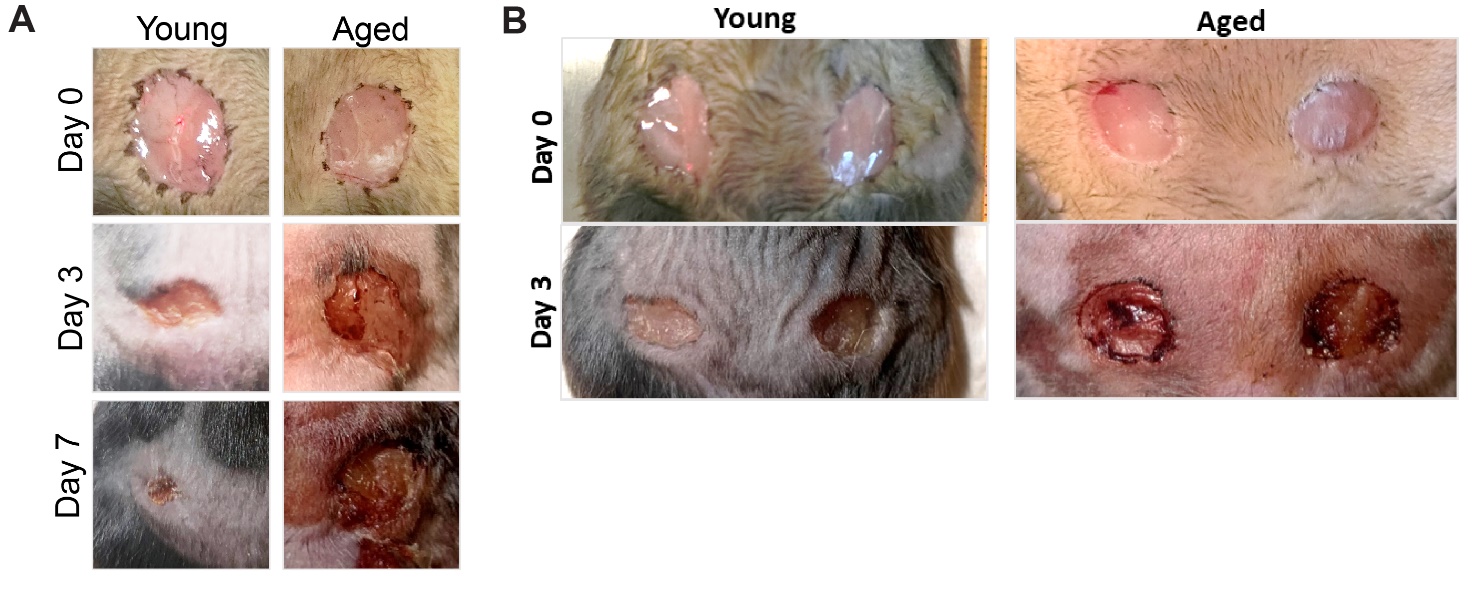

**Supplementary Figure S6. Comparison of wound phenotype between young and aged mice. (A-B)** Representative photographic images of young and aged wounds 0, 3 and 7 days post showing inflammation associated damage of surrounding tissue in aged but not young wounds**.**

| **Wound Parameter** | **Score** |
| --- | --- |
| 1. Area (cm^2^) | 0 – no ulcer  1 – < 0.01 cm^2^  2 – 0.01 to 0.09 cm^2^  3 – 0.10 to 0.29 cm^2^  4 – 0.30 to 0.69 cm^2^  5 – 0.70 to 1.09 cm^2^  6 – 1.10 to 2.09 cm^2^  7 – 2.10 to 3.09 cm^2^  8 – 3.10 to 4,09 cm^2^  9 – 4.10 to 8.09 cm^2^  10 – 8.10 to 11.99 cm^2^  11 – > 12 cm^2^ |
| 1. Exudate Type | 0 – none  1 – bloody  2 – serosanguineous  3 – serous  4 - purulent |
| 1. Exudate amount | 0 – none  1 – light  2 – moderate  3 – heavy |
| 1. Tissue type | 0 – Epithelial tissue  1 – granulation tissue or ischemic skin  2 – slough  3 – eschar |
| 1. Necrotic Tissue type | 0 – none visible  1 – white/gray/yellow non adherent slough  2 – white/gray/yellow loosely adherent slough  3 – adherent, soft, black or brown eschar  4 – firmly adherent, hard, black or brown eschar |
| 1. Necrotic tissue amount | 0 – None visible  1 – < 25% of wound bed covered  2–25% to 50% of wound bed covered  3 – > 50% and < 75% of wound bed covered  4 – 75% to 100% of wound bed covered |
| 1. Granulation tissue | 0 – epithelial tissue  1 – 50% to 100%  2 – < 50% of wound  3 – obscured by necrosis |
| 1. Skin colour surrounding the wound | 0 – Normal for animal's species  1 – Red or erythema  2 – White or pale or gray pallor  3 – Dark red or purple  4 – Black |

**Supplementary Table 1: Experimental wound assessment tool by Lima et al. 2018 (EWAT)**

**Supplementary Table 2:** List of antibodies used for low-parameter flow analyses and FACS sorting

| **Antibody** | **Fluorophore** | **Clone** | **Catalogue number** | **Supplier** |
| --- | --- | --- | --- | --- |
| antimouse-CD326 (EpCAM) | APC Efluor 780 | G8.8 | 47−5791−80 | EBiosciences |
| antimouse-CD11b | BV650 | M1/70 | 101249 | Biolegend |
| antimouse-CD45 | BV510 | 30-F11 | 103138 | Biolegend |
| DAPI | DAPI |  | D1306 | Life Technologies |
| antimouse-CD140a (PDGFRα) | PE/Dazzle™ 594 | APA5 | 135922 | Biolegend |
| anti-mouse- CD31 | PE | 390 | 102408 | Biolegend |
| antimouse- TER119 | PE | Ter-119 | 116223 | Biolegend |
| antimouse- CD202b (TIE2) | PE | TEK4 | 12-5987-82 | eBiosciences |
| anti-mouse F4/80 | PE/Cy7 | BM8 | 123114 | Biolegend |
| anti-mouse CD64 | APC | X54-5/7. 1 | 139306 | Biolegend |

**Supplementary Table 3:** List of antibodies used for high dimensional analyses

| **Antibody** | **Fluorophore** | **Clone** | **Catalogue number** | **Supplier** |
| --- | --- | --- | --- | --- |
| anti-mouse MHC II (IA, IE) | APC | M5/114.15.2 | 107622 | Biolegend |
| anti-mouse CD45 | Brilliant Violet 510 | 30-F11 | 48-0451-82 | E-bioscience |
| anti-mouse CD11b | Brilliant Violet 605 | M1/70 | 101237 | Biolegend |
| anti-mouse Ly6C | Brilliant Violet 711 | HK1.4 | 128037 | Biolegend |
| anti-mouse ZOMBIE Live/Dead | Ultra-Violet | n/a | 423107 | Biolegend |
| anti-mouse Ly6G | PE-CF594 | 1A8 | 562700 | BD Biosciences |
| anti-mouse F4/80 | PE/Cy7 | BM8 | 123114 | Biolegend |
| anti-mouse CD16/CD32 | FC BLOCK | 2.4G2 | 553142 | BD Biosciences |
| anti-mouse CD3 | APC-Cy7 | 17A2 | 47-0032 | E-bioscience |
| anti-mouse NK-1.1 | APC-Cy7 | PK136 | 47-5941 | E-bioscience |
| anti-mouse CD45R/B220 | APC-Cy7 | RA3-6B2 | 47-0452-82 | E-bioscience |
| anti-mouse CD19 | APC-Cy7 | 1D3 | 47-0193 | E-bioscience |

**Supplementary Table 4.** List of primers used for qRT-PCR

| **Primer** | **Forward** | **Reverse** |
| --- | --- | --- |
| *Mcm6* | CCTGAGAGAAACACGCTGGT | GGTCTTCAAGGCTCGACACA |
| *Gins2* | ACAGAAGTGCCGCCTGTTAC | TGATCTCCATGTAGTGCGGG |
| *Rpa1* | TGGGACACAGTCCAAAGTGG | CCAGGTGCGGATCTGACTTT |
| *Xrcc6* | AACACCGGCAGTCTACTCCT | TGGCTCATCAAACCGCTTCA |
| *Parp1* | GCGGAGAAGACATTGGGTGA | ACCATCTTCTTGGACAGGCG |
| *Cdk1* | CTTCAGGATCTTCAGAGCTCTGG | AAAGTACGGGTGCTTCAGGG |
| *Ccnb1* | AGAGGTGGAACTTGCTGAGCCT | GCACATCCAGATGTTTCCATCGG |
| *Il6* | GACAAAGCCAGAGTCCTTCAGA | AGGAGAGCATTGGAAATTGGGG |
| *Il1β* | AAGTTGACGGACCCCAAAAGA | AAGCTGGATGCTCTCATCAGG |
| *Tnf* | CTGTAGCCCACGTCGTAGC | TTTGCTACGACGTGGGCTAC |
| *Ccl2* | TGGAGCATCCACGTGTTGG | TGTAGCTCTCCAGCCTACTCA |
| *Jak2* | GGCGACGGGAACAAGATGT | CAGGCCATTCCCATCTAGAGC |
| *Tlr4* | TCAGAACTTCAGTGGCTGGA | AGAGGTGGTGTAAGCCATGC |
| *Tbp* | TTTGGCTAGGTTTCTGCGGT | ACGTCTTCAATGTTCTGGGT |
| *Actb* | AAGGCCAACCGTGAAAAGAT | GTGGTACGACCAGAGGCATAC |
| *Hist2aa2* | GCCCGCGTCTCTGTGATA | CCGTGACACAACTCTTTATCTGA |

**Suppl. Table 5.** Primer pool for amplification with Prelude PreAmp master mix

| Primer ID | *Gene* | Forward | Reverse |
| --- | --- | --- | --- |
| 1 | *Mcm2* | ACTCATTGGTGATGGCATGGA | CAATCCCTCGGCCTCGTAGA |
| 2 | *Rad51* | TACATTGACACCGAGGGCAC | GTGTTGAACCCTCGCGCATA |
| 3 | *Msh2* | TATTAACCAGCTCCCCAGCG | AAACTGCCAACAACAGTGCC |
| 4 | *Xrcc6* | AACACCGGCAGTCTACTCCT | TGGCTCATCAAACCGCTTCA |
| 5 | *Rpa1* | TGGGACACAGTCCAAAGTGG | CCAGGTGCGGATCTGACTTT |
| 6 | *Dpy30* | AAGGTGGATCTACAGTCCTTGC | CGATGGGATTTGGTGGTC |
| 7 | *Cdk1* | CTTCAGGATCTTCAGAGCTCTGG | AAAGTACGGGTGCTTCAGGG |
| 8 | *Ccnb1* | AGAGGTGGAACTTGCTGAGCCT | GCACATCCAGATGTTTCCATCGG |
| 9 | *Cdc20* | ATTTGGAACGTCTGCTCAGGG | GTGGGGAGACCAGAGGATGG |
| 10 | *Ccna2* | CCCGGAGCAAGAAAACCACT | TCATTAACGTTCACTGGCTTGT |
| 11 | *Aurkb* | AGATTGCAGACTTTGGCTGGT | ATTTCATTATGCATGCGCCCC |
| 12 | *Wwtr1* | TAGGATGCGTCAAGAGGAGC | GCCATGGTCTCGGTTTCCAT |
| 13 | *Il6* | GACAAAGCCAGAGTCCTTCAGA | AGGAGAGCATTGGAAATTGGGG |
| 14 | *Nlrp3* | TTCCCCTTTATTTGTACCCAAGG | CAGACGTATGTCCTGAGCCA |
| 15 | *Tnf* | CTGTAGCCCACGTCGTAGC | TTTGCTACGACGTGGGCTAC |
| 16 | *Il1b* | AAGTTGACGGACCCCAAAAGA | AAGCTGGATGCTCTCATCAGG |
| 17 | *Stat1* | GTGGGAACGGAAGCATTTGG | ATCGTACAGCTGGTGGACCT |
| 18 | *Irf7* | TGTACGAACTTAGCCGGGAG | GTACTGCAGAACCTGTGTGGG |
| 19 | *Ccl2* | TGGAGCATCCACGTGTTGG | TGTAGCTCTCCAGCCTACTCA |
| 20 | *Nfkb1* | CTGCTCAGGTCCACTGTCTG | TGTCACTATCCCGGAGTTCA |
| 21 | *Nfkb2* | CGGCAGTCTCCTTCGTAGTT | ACCTTTCAGCAGCCTGACTC |
| 22 | *Tlr4* | TCAGAACTTCAGTGGCTGGA | AGAGGTGGTGTAAGCCATGC |
| 23 | *Cx3cr1* | CTGCAGAAGTTCCCTTCCCA | TAACAGGCCTCAGCAGAATCG |
| 24 | *Nfkbia* | GGCCAGTGTAGCAGTCTTGA | CGTGGATAGAGGCTAGGTGC |
| 25 | *Jak2* | GGCGACGGGAACAAGATGT | CAGGCCATTCCCATCTAGAGC |
| 26 | *Hdac10* | TTCCAGGATGAGGATCTTGC | ACATCCAATGTTGCTGCTGT |
| 27 | *Kdm5c* | ACAGTAAGCGGCACCTAACC | GTGGCACAGTACAGACTGCT |
| 28 | *Jarid2* | GCAGTGGCGAAGGTTTGCAT | TCCGACTTTTCTTCCTCTTCCC |
| 29 | *L3mbtl3* | AAGACGCCCCGACTTCTC | GGGTACCCCAGTCTTCTCTGA |
| 30 | *Gadd45a* | AGAGCAGAAGACCGAAAGGA | CGTAATGGTGCGCTGACTC |
| 31 | *Jade3* | GCAAGTTGAAGACAGGGGCT | GCACAGGTGACATGAAAGGC |
| 32 | *Xbp1* | AACACGCTTGGGAATGGACA | ACATAGTCTGAGTGCTGCGG |
| 33 | *Chaf1* | TGGATTGCAAAGACAGACCCG | TTCAGGCGTTTGAAGGGCAA |
| 34 | *Asf1b* | TTGATCAGATCCTAGATTCAGTGC | GAATGAGGGATGGGTTTGG |
| 35 | *Setdb2* | GCCAAGTGAGAGGACAAAGATT | CAGAGATTTGGACAGCAACTATGA |
| 36 | *Smyd2* | CGTGTTTGAGGACAGCAATG | GGAGTACACGGGGTAGTGCT |
| 37 | *Elp3* | CGCAAGGGAGGAAGTGGATT | ACCAGCTGCTTGATAACGTCT |
| 38 | *Bh1he41* | CTTGAAAGCGCTAACAGCCT | CGAGTGGAACGCATCCAAGT |
| 39 | *Tbp* | TTTGGCTAGGTTTCTGCGGT | ACGTCTTCAATGTTCTGGGT |
| 40 | *Gapdh* | AGCTTGTCATCAACGGGAAG | TTTGATGTTAGTGGGGTCTCG |
| 41 | *Actb* | AAGGCCAACCGTGAAAAGAT | GTGGTACGACCAGAGGCATAC |
| 42 | *kdm6b* | CTGTACAGACCCCCGGAAC | TGGTGGAGAAAAGGCCTAAGT |
| 43 | *Ccnd1* | TCTTTCCAGAGTCATCAAGTGTG | CTTGGGGTCGACGTTCTG |
| 44 | *Cdk4* | CATACCTGGACAAAGCACCTCC | GAATGTTCTCTGGCTTCAGGTCC |
| 45 | *Cdk2* | CACAGCCGTGGATATCTGG | CATGGTGCTGGGTACACACT |
| 46 | *Ccne1* | CTGAGAGATGAGCACTTTCTGC | TGGAGCTTATAGACTTCGCACA |

How the deposited data were processed for this re-analysis (not part of the article)

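Bulk RNA-sequencing of macrophages sorted from Day 3 wounds was analysed in 3 young and 3 aged samples. The authors aligned the reads with STAR to the mm10 mouse genome after a quality check and quantified them on Ensembl transcripts in Partek Flow, which gave expected counts per gene, and they deposited these expected counts without normalisation. The deposited expected counts hold genes with a total of at least 10 over the 6 samples. Whether the counting used the strand of the reads is not stated in the text of the methods. The authors also deposited a second table from their DESeq2 comparison of aged with young samples. Its signal columns are the counts that the authors divided by DESeq2 size factors, and it gives the authors' p-values, adjusted p-values, signed fold changes (a score that is the ratio when aged is higher and minus the inverse ratio when it is lower) and log2 fold changes, as the authors deposited them. Log2 fold changes and adjusted p-values of that table were used only to set them beside the values computed here, and its signal values only to check how they were made.

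From the expected counts, values were rounded to whole numbers and tested in R 4.3.3. The design fixed before the data were examined named raw counts, and the expected counts were handled in the way that unit needs. edgeR 4.0.16 was used with TMM scaling, its filter on low counts (filterByExpr by age) and the quasi-likelihood test of aged against young samples, with Benjamini-Hochberg adjustment over 11878 genes. A gene was called at an adjusted p-value under 0.05 and an absolute log2 fold change over 1. CPM values use the TMM-scaled library sizes, and log2 CPM a prior count of 2. Totals ran from 15270103 to 17927483 counts per sample, and a group whose samples were all at or under 3 counts was read as being at the floor, so that a fold against it is a lower bound. Gene coordinates are those of the authors' annotation in mm10. The genes named are those the paper names for the sequenced cells, the markers of the sort and Ly6g, the 5 called genes with the largest rise and the 5 with the largest fall among those with separated samples and a mean of at least 10 CPM, and the highest and lowest members of a list, apart from a member that is not reported here. Genes named for another reason are marked as chosen after their values were seen.

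Lists of genes were written from general knowledge of the processes, from the study's figures and from the S and G2/M lists in common use for single cells, and were tested with camera and fry of limma 3.58.1 and edgeR, with Benjamini-Hochberg adjustment over the 39 lists with at least 3 tested genes. Mouse Reactome pathways came from the copy in fgsea 1.28.0, with gene identifiers matched to symbols by a RefSeq gene table, and 23 were tested and adjusted among themselves. The KEGG and Hallmark sets of the study were not used here. Transcript length and GC content were taken from GENCODE transcripts of mouse and matched to 98.3% of the tested genes. DESeq2 1.42.0 and limma-voom with sample quality weights were run as alternatives, as were DESeq2 size factors in edgeR, no filter on low counts, at least 10 counts in every sample, other thresholds, the set letter as a block and leaving out each sample in turn. Spline trends (5 degrees of freedom) on length and GC content were added as an alternative after the data were seen, as was leaving out each sample in the principal components and in the ranks. Plots were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

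The methods were tested on simulated data drawn from the means and library sizes of the real samples, with 200 genes changed. In this simulation a gene counted as called at an adjusted p-value under 0.05 alone. The rates therefore do not describe calls that also need a 2-fold change. edgeR tested 194 of the changed genes and called 165 (85.1%), and 10.3% of its calls were unchanged genes. limma-voom called 165 of 194 as well, and 8.33% of its calls were unchanged genes. DESeq2 called 169 of 200, and 14.2% of its calls were unchanged genes. camera and fry each passed the 4 lists that had been raised and 0 of the other 16. The simulated genes were drawn independently of each other. The simulation therefore does not show how often camera passes unchanged lists whose genes are correlated, as in real samples. For every comparison, all 10 splits of the 6 samples into groups of 3 were fitted. All 6 samples were counted as separate. Samples of one age differed by more than sampling noise, but separately prepared libraries of the same RNA could too, so this does not show that they are independent. Flow cytometry, staining, qRT-PCR, wound measurements and bone marrow-derived macrophages were not analysed here.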

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

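The tests on other epidermal genes and on the splits of the samples were written down before their values were read. The fits that each left out 1 library were also planned, but their use as a test of the interferon genes, and the other tests, were chosen after the pattern was seen.

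Aged sample B held 5661 counts of 21 genes that are in the deposited counts and absent from the authors' deposited table of the DESeq2 comparison, and the paper does not discuss them. The other 5 samples held between 44 and 107 counts of these genes. The 21 genes made up 0.0354% of the counts of aged B. They include Krt14 with 1259 counts, Krt79 with 1021, Krt17 with 580 and Perp with 468 in aged B, chosen here for their counts. With more than 100 counts in a sample and more than 8 times the count of every other sample as the limit, 14 genes stood out in aged B, 13 of them among the 21, and 0 in each of the other samples.

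The tables argue against several technical explanations. Of the 21 genes 13 are not keratins, so reads shared between keratin paralogs cannot explain the set. The total of aged B, 15998054, was inside the range of the other samples, against a larger library. In the authors' deposited table, 3837 genes have a lower total count than the lowest of the 21, so a filter on low counts does not explain that they are missing there. A lower share of macrophages would raise all other cell types alike, but 14 of the 16 neutrophil markers and 7 of the 7 mast cell markers lay below the mean of the other samples in aged B. A candidate explanation is RNA from keratinocytes in aged B. Of 16 other epidermal genes with counts, 10 were highest in aged B, where chance gives 2.67 (binomial test, one-sided p = 4.96e-05). That test treats genes as independent, which genes of the same cell type in the same library are not, so its p-value overstates the evidence. Of the 6 that had at least 10 counts in every other sample, 3 were highest there, so some of these genes are also expressed in the samples that hold few counts of the 21. Fabp5, the most abundant, had 5148 counts in aged B and 9625 to 12783 in the young samples. Of the list of keratinocyte markers 11 of 11 with counts were highest in aged B, and 8 of those 11 are among the 21. Of the fibroblast markers 13 of 14 were highest there too, and 4 of 8 endothelial markers. Whether keratinocytes, fragments of skin or RNA released from them entered the sample stays open. A candidate explanation for their absence from the authors' deposited table is DESeq2's test for count outliers. DESeq2 run here on the same counts gave no p-value for 21 genes, and these were the 21 absent genes. Such a test selects genes with 1 unusual sample, and all 21 had theirs in aged B. The other aged samples do not show the pattern, so an effect of age was not tested by it.

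Genes of the interferon response, which the paper does not discuss as a group, were lower in aged macrophages. Their median log2 fold change was -1.09 over 25 genes, all of them lower, and 20 had all aged samples below all young samples, where chance gives 10% of genes for both directions counted together. Of the 25, 17 were significantly lower and 0 higher over all genes (edgeR quasi-likelihood test, Benjamini-Hochberg), 22 and 0 adjusted over the list alone, and 23 and 0 at an unadjusted p-value under 0.05 (camera, adjusted p = 1.4e-12). Mx2 fell most (-2.37) and Gbp2 least (-0.37). Irf7, the most abundant, chosen for its level, fell from 335 ± 87.1 to 112 ± 56.6 CPM. None of the 25 genes is in the figures of the study, and 5 are also in another list.

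With the trend on transcript length and GC content removed, the interferon median was -1.09, which argues against that trend. Without 1 library it lay between -1.28 and -0.88, so no single library carried it. Dilution by cells of another type stays open. The 4 genes of the sort had a median of 0.20, but they went both ways, from -0.69 for Adgre1 to 0.99 for Itgam, and other leukocytes also express some of them. Of the 10 splits of the 6 samples, 2 gave as small a camera p-value for the list, and since 3 samples against 3 cannot give a share under 0.1, this count leaves chance open. The list passed fry (adjusted p = 0.0363) and not camera with an estimated correlation (adjusted p = 0.234), and over the alternatives the adjusted p-value lay between 1.5e-23 and 0.234. Age, a difference in exposure to interferon between the wounds and a change in the mixture of macrophage states could each lie behind the pattern, and the design does not separate them.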

How the results depend on the processing

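Most alternatives were set before the data were examined. The correction for transcript length and GC content, and leaving out samples in the principal components and ranks, were added afterwards. For 31 results that answer a comparison, 269 of 330 values under an alternative kept their direction and side of the threshold, or stayed within the spread. Among 48 other results, 484 of 574 values did, 72 lost significance, 12 gained it and 6 changed sign.

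Against 1044 called genes (545 upregulated, 499 downregulated), DESeq2 called 1138, with 1003 shared, limma-voom 1463, with 976 shared, and DESeq2 size factors in edgeR 1047, with 1031 shared. Without a filter there were 990 calls (968 shared), with at least 10 counts in every sample 939 (877 shared), and with the trend on length and GC removed 845 (724 shared). Of the called genes, 899 were tested with at least 10 counts in every sample, 1025 with the trend removed, 1037 by DESeq2 and all 1044 by limma-voom, with DESeq2 size factors and without a filter. None of those tested changed sign there. Without the threshold on the fold change, 2103 genes passed (1156 upregulated, 947 downregulated). glmTreat against a fold change of 2 called 29 (26 upregulated, 3 downregulated), since it requires the change itself to exceed 2-fold. Across the 6 fits that each left out 1 sample, the calls ran from 213 to 1503, the upregulated from 149 to 896 and the downregulated from 64 to 607. Without young A there were 1503 calls, without young B 521, without young C 213 and without aged C 475. Without aged A the downregulated genes fell to 314. Fewer samples lower the power, and why leaving out young A raised the count was not tested. Upregulated genes were 70.0% of the calls without young C, and 51.2% with at least 10 counts in every sample.

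With the inter-gene correlation estimated, 0 of 39 lists passed camera and 12 had an unadjusted p-value under 0.05. The adjusted p-values were 0.0663 for the Fig. 5B S phase cluster, 0.105 for its cell division cluster, 0.0663 for its segregation cluster, 0.196 for MCM, 0.123 for DNA replication, 0.123 for DNA repair, 0.234 for S phase, 0.440 for G2/M, 0.419 for oxidative phosphorylation, 0.0604 for cytokines, 0.105 for NF-κB and TNF, 0.0973 for IL6, JAK and STAT3 and 0.0663 for Toll-like receptors. The cause was not tested. G2/M also lost significance under fry (0.139) and with at least 10 counts in every sample (0.138), and its adjusted p-value ran from 2.2e-06 to 0.139 with 1 sample left out, the highest without young A. The apoptosis list passed under fry (0.00191). For G2/M and apoptosis the cause was not tested.

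PC1 held 52.2% of the variance with genes centred only and 54.9% over the 500 genes with the largest variance, and from 44.8% to 49.6% with 1 sample left out. PC1 and PC2 together held 70.4%, 72.6% and 67.6% to 72.0%. PC2 alone held 20.2% to 24.8% with 1 sample left out. The range of aged over that of young samples along PC2 was 5.34, and ran from 0.0135 (without aged A) to 5.44. It was 0.399 without aged B. Fewer samples redefine the components. The ratio of mean distances within an age, 1.08, ran from 0.952 (without young C) to 1.23 (without aged C), so which age spread more over all genes depended on the samples. Among ranks by mean CPM, Fth1 in young samples was 2 to 4 (4 without young A), Cd14 in young 10 to 11 (10 without young A), Lyz2 in aged 2 to 4 (4 without aged A) and Cd14 in aged 3 to 6 (3 without aged B).

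The log2 fold change of Cd74 ran from -0.40 to 0.27 with 1 sample left out (0.27 without young A, 0.04 without aged B), and that of Ly6g from -0.12 to 0.33 (-0.12 without young A, -0.02 without young C, -0.05 without aged A and -0.04 without aged C). Neither was significant in any fit. Il1b had an adjusted p-value under 0.05 in 1 of the 6 fits and Mki67 in 0 of 6.

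Whether the set letters pair the samples stays open. Deviations from the age mean correlated across genes at 0.18 for set A, -0.02 for set B and 0.11 for set C. Between young and aged samples of different letters they correlated at -0.22 to 0.14. With so few samples these correlations cannot decide whether samples of a set were handled together. With the letter as a replicate block, 1056 genes were called (592 upregulated, 464 downregulated), 935 of them shared, and 23 lists passed.

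Depth limits the scarce genes. Of the called genes, 41 had a mean under 1 CPM, and Dscc1 was not tested for lack of counts. With at least 10 counts in every sample, Ccnb1, Krt14 and Ube2t had no value, and DESeq2 gave no adjusted p-value for Krt14.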

Differences from the paper's values

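The paper states an average of 50 M reads per sample, and the deposited counts sum to 16.1 M per sample on average. The first counts reads sequenced and the second reads assigned to genes, so they are different quantities, and none of the alternatives set before the data were examined bears on the depth.

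The other values the paper states were within the limits set for a difference. The paper's 1144 differentially expressed genes (625 upregulated, 519 downregulated) stand beside 1044 (545, 499) here, and DESeq2 came to 1138 (618, 520). At the paper's thresholds, the authors' deposited table holds 1134 genes (617 upregulated and 517 downregulated), and 1151 (629 and 522) if values at the thresholds are included. Of the calls here, 1002 are also in the authors' deposited table, 42 are not, and 132 are only there, with 0 in opposite directions. The paper states that its plot of PC1 and PC2 models 60% of the variance, and here they held 63.6%. PC1 held about 37% and PC2 about 23% in Fig. 4A, read by eye, against 44.8% and 18.9% here. None of the settings that were run brought PC1 below 44.7%. PC2 held 22.8% without young C, 22.4% without young A and 22.4% without aged C, settings that were chosen after the values were seen.

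Fig. 5B shows Ube2t, Pold1, Dkc1 and Dscc1 among the downregulated genes. Here all 3 tested ones were lower but not called. Ube2t had an adjusted p-value of 0.0703 and Pold1 of 0.0618 (edgeR quasi-likelihood test, Benjamini-Hochberg). DESeq2 called both (adjusted p = 0.0383 and 0.0454), and leaving out young A in edgeR also called Pold1 (adjusted p = 0.0265). Over the alternatives the adjusted p-value of Ube2t ran from 0.0383 to 0.258 and that of Pold1 from 0.0265 to 0.240. Dkc1 had a log2 fold change of -0.99 (edgeR adjusted p = 0.0326) and passed 2-fold with at least 10 counts in every sample (-1.01, adjusted p = 0.0280) and without young B (-1.22, adjusted p = 0.0253), with adjusted p-values from 0.00968 to 0.125 over the alternatives. In the authors' deposited table its log2 fold change is -0.98. Dscc1 had too few counts for the test here. It was called without a filter (log2 fold change -2.77, edgeR adjusted p = 0.0451), by DESeq2 (-2.79, adjusted p = 0.0117) and without young B (-3.24, edgeR adjusted p = 0.0238), with adjusted p-values from 0.0117 to 0.127 over the alternatives that tested it. Its log2 fold change in the authors' deposited table is -2.79.

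The paper describes young macrophages as highly similar and aged ones as variable along PC2. The range along PC2 was wider in aged samples here too, while along PC1 and PC3 it was wider in young samples, and the mean distance over all tested genes was 64.0 in young and 69.3 in aged samples. The paper describes apoptosis genes as upregulated, and here that list did not pass camera (adjusted p = 0.0821) and passed fry (adjusted p = 0.00191), with a range over the alternatives of 0.00191 to 0.230. The paper describes the G2/M set as lower in aged macrophages, and here that list was lower, passed camera (adjusted p = 0.00361) and did not pass fry (adjusted p = 0.139), with a range over the alternatives of 2.2e-06 to 0.440.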

Other observations

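The tests below on transcript length, neutrophil spillover and the cell cycle were chosen after the result was seen, while those on splits of the samples, on other mast cell genes and on other targets of ATF4 were written down before their values were read.

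Of the 10 splits of the 6 samples into groups of 3, 1 gave as many called genes, the split by age itself. The other splits called 0 genes each, with 55 to 772 genes at an unadjusted p-value under 0.05, against 4101 for the split by age. Lists separated the ages less sharply. The split by age passed 23 of 39 lists and the others between 7 and 28, the highest being young A, young C and aged B against the rest. As small a camera p-value came from 1 of 10 splits for the Fig. 5B S phase and segregation clusters, DNA replication, DNA repair, cytokines, NF-κB and TNF, IL6, JAK and STAT3, Toll-like receptors and apoptosis. It came from 2 for MCM and the Fig. 5B cell division cluster, 3 for oxidative phosphorylation, 4 for S phase and for G2/M and 6 for neutrophil markers. With 3 samples against 3 the smallest share is 0.1, so these counts cannot decide about chance where only the split by age gave so small a p-value.

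The log2 fold change rose with transcript length (Spearman 0.28 across 11682 genes, which are not independent replicates). In 4 equal groups of genes from the shortest to the longest, the median was -0.24, -0.11, 0.05 and 0.26. Of the shortest group 86 genes were called upregulated and 190 downregulated, and of the longest 179 and 53. The correlation of a gene's deviation with length was -0.14, -0.17 and -0.31 in the young and 0.13, 0.32 and 0.18 in the aged samples (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow), so age and a difference in RNA quality or library preparation between the ages cannot be told apart. Removing the trend left a correlation of 0.02. It moved the cytosolic ribosomal protein genes, which are short, from a median of -0.30 to -0.086 over 79 genes (camera, adjusted p from 4.7e-05 to 0.0699), so length may account for their fall. Oxidative phosphorylation went from -0.35 to -0.20 and still passed (adjusted p = 0.00243), so the trend may account for part and not for all of it. The lists of DNA replication (-0.79) and of the NF-κB and TNF response (0.88) moved little, which argues against length and GC content as the cause there. Other sets of these processes moved more. The Reactome pathway of DNA replication went from -0.32 to -0.18, nucleotide excision repair from -0.42 to -0.26, base excision repair from -0.56 to -0.32, interleukin-6 signalling from 0.79 to 0.47 and the Toll-like receptor list from 0.50 to 0.33. These 5 still passed camera (adjusted p up to 0.00174), while the Reactome pathway of cytokine signalling in the immune system went from 0.19 to 0.13 and no longer passed (adjusted p from 0.0353 to 0.0819). The trend may account for part of their change. Over their alternatives the adjusted p-values reached 0.419 for oxidative phosphorylation and 0.425 for ribosomal proteins, both with an estimated correlation.

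Spillover of neutrophils was weighed for the inflammatory genes. The median of the 15 neutrophil markers was 0.38 (camera, adjusted p = 0.0569), against 0.89 for the NF-κB and TNF response, and the 4 most abundant ones, S100a9, Mmp8, Mmp9 and S100a8, had log2 fold changes of 0.20, 0.50, -0.54 and 0.48. A larger share of neutrophils would have to raise their own markers at least as much. The median marker did not, but Cd177, Cxcr2 and Lcn2 rose by more than 0.89. The markers disagree, so spillover is not excluded as a cause of the NF-κB and TNF rise. The medians were 0.64 for IL6, JAK and STAT3 and 0.50 for Toll-like receptors. With the trend on length and GC removed they were 0.61 and 0.33, against 0.60 for the neutrophil markers, so spillover stays open for these lists too. With 1 sample left out the neutrophil median ran from 0.11 (without aged A) to 0.57 (without aged B), highest below the lowest for NF-κB and TNF (0.82), and its adjusted p-value from 0.000137 to 0.476, passing in 3 of 6 fits. It also passed with the trend on length and GC removed (median 0.60, adjusted p = 0.00837), without a filter (0.40, adjusted p = 0.0196) and with at least 10 counts in every sample (0.40, adjusted p = 0.0396). Over all alternatives the adjusted p-value reached 0.694. Of these markers, 4 were significantly higher in aged samples, both over all genes and adjusted over the list alone, 3 are also in another list and 0 were picked by the study. Cd177 had a log2 fold change of 1.62, Cxcr2 of 1.13, Lcn2 of 0.99 and Retnlg of 0.85, so a rise in neutrophils, or of these genes in macrophages, stays open.

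Mki67, the gene of Ki67, which the paper stained in wounds and found in fewer aged macrophages, was higher in the RNA of sorted aged macrophages, at 3.87 ± 1.02 CPM against 1.76 ± 0.152 CPM (log2 fold change 1.13, standard error 0.33, edgeR quasi-likelihood adjusted p = 0.0412, Benjamini-Hochberg), while the MCM genes were lower. It rests on 25 to 79 counts per sample, and its adjusted p-value was 0.0513 to 0.139 with 1 sample left out. Of 85 S and G2/M genes tested, 26 were significantly lower and 4 higher, namely Ckap2l (1.42), Hjurp (0.92), Lbr (0.83) and Mki67. Ckap2l, Hjurp and Lbr each had an adjusted p-value under 0.05 in 2 of the 6 fits that left out 1 sample. Fewer cycling cells alone would lower these genes by a common factor and raise none. The 4 that rose were seen first and did not hold in every fit, so fewer cycling cells cannot be excluded. With the trend on length and GC removed Mki67 was at 0.77 (adjusted p = 0.112), Ckap2l at 1.44 (adjusted p = 0.0607) and Hjurp at 0.77 (adjusted p = 0.0765), while Lbr stayed significant (0.80, adjusted p = 0.0353), so the trend may account for part of the rise of Mki67 and Hjurp. Over the alternatives the adjusted p-values ran up to 0.139 for Mki67, 0.155 for Ckap2l, 0.168 for Hjurp and 0.121 for Lbr. Pcna, chosen after its values were seen, did not fall detectably (log2 fold change -0.18, edgeR adjusted p = 0.481). RNA and protein can differ, and stained sections and sorted cells are different samples, so which of these lies behind the contrast stays open.

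Trp53bp1, the gene of 53BP1, which the paper found lower in stained aged wounds, showed no detectable difference in the RNA (log2 fold change -0.23, standard error 0.37, edgeR quasi-likelihood adjusted p = 0.693, Benjamini-Hochberg) at 2.42 ± 0.470 CPM in young and 2.06 ± 0.593 CPM in aged samples. It rests on 21 to 49 counts per sample, and its log2 fold change ran from -0.58 to -0.04 over the alternatives. A fall is therefore not excluded, and RNA of sorted cells and stained protein are different measures. Of the genes that the paper measured by qRT-PCR in other samples, Gins2, Rpa1 and Xrcc6 had log2 fold changes of -1.36, -1.10 and -1.42, and Tnf, Ccl2 and Jak2 of 1.07, 1.28 and 1.57. Rela was at 0.94 (edgeR adjusted p = 0.00828).

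The proteases of mast cells Cpa3, Mcpt4, Cma1 and Tpsb2, chosen after their values were seen, summed to 1699, 779 and 382 counts in young A, B and C, to 882 in aged A, and to 4 and 1 in aged B and C. Of 9 other mast cell genes, 4 were lowest in aged B and C, where chance gives 6.67% (binomial test, one-sided p = 0.00189), and Il1rl1 went the other way with 91 counts in aged B. The binomial test treats genes of the same cell type as independent, and aged B and C were picked from the proteases. Its p-value therefore overstates the evidence. Slc18a2 had 9 and 12 counts in aged B and C, above the 5 and 4 in young B and C. Hdc, of the list of mast cell markers, was higher in aged samples (log2 fold change 1.46, edgeR adjusted p = 0.0164). A candidate explanation is fewer mast cells among the cells of aged replicates B and C. The 882 counts of aged A lie inside the range of the young samples, so it does not follow age in these samples.

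Asns, Chac1, Herpud1, Slc7a11 and Aldh1l2 were chosen after they were seen among the larger rises. The first 4 had log2 fold changes of 1.99, 3.38, 2.05 and 2.39. Aldh1l2 was at or under 3 counts in each young sample and at least 5.41-fold higher in aged samples. They are known as targets of ATF4, and a raised integrated stress response is a candidate explanation. Of 29 other targets, 19 were higher and 10 lower, with a median of 0.24 (0.01 without aged B to 0.30 without young C), 4 significantly higher and 1 lower, and the list did not pass (camera p = 0.0864, fry p = 0.133, estimated correlation p = 0.404). Of the 10 splits, 6 gave as small a p-value. The test decides neither way.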
